# LPS-induced systemic inflammation is suppressed by the PDZ motif peptide of ZO-1 *via* regulation of macrophage M1/M2 polarization

**DOI:** 10.7554/eLife.95285

**Published:** 2024-10-08

**Authors:** Hyun-Chae Lee, Sun-Hee Park, Hye Min Jeong, Goeun Shin, Sung In Lim, Jeongtae Kim, Jaewon Shim, Yeong-Min Park, Kyoung Seob Song

**Keywords:** LPS, Systemic inflammation, ZO-1, PDZ, M1/M2 polarization, ROS, Mouse

## Abstract

The gram-negative bacterium lipopolysaccharide (LPS) is frequently administered to generate models of systemic inflammation. However, there are several side effects and no effective treatment for LPS-induced systemic inflammation. PEGylated PDZ peptide based on zonula occludens-1 (ZO-1) was analyzed for its effects on systemic inflammation induced by LPS. PDZ peptide administration led to the restoration of tissue injuries (kidney, liver, and lung) and prevented alterations in biochemical plasma markers. The production of pro-inflammatory cytokines was significantly decreased in the plasma and lung BALF in the PDZ-administered mice. Flow cytometry analysis revealed the PDZ peptide significantly inhibited inflammation, mainly by decreasing the population of M1 macrophages, and neutrophils (immature and mature), and increasing M2 macrophages. Using RNA sequencing analysis, the expression levels of the NF-κB-related proteins were lower in PDZ-treated cells than in LPS-treated cells. In addition, wild-type PDZ peptide significantly increased mitochondrial membrane integrity and decreased LPS-induced mitochondria fission. Interestingly, PDZ peptide dramatically could reduce LPS-induced NF-κB signaling, ROS production, and the expression of M1 macrophage marker proteins, but increased the expression of M2 macrophage marker proteins. These results indicated that PEGylated PDZ peptide inhibits LPS-induced systemic inflammation, reducing tissue injuries and reestablishing homeostasis, and may be a therapeutic candidate against systemic inflammation.

## Introduction

Systemic inflammation causes significant morbidity and mortality worldwide (Juskewitch et al., 2012) and is a common cause of pathogenesis for multiple degenerative diseases, such as cardiovascular disease, cancer, diabetes mellitus, chronic kidney disease, non-alcoholic fatty liver disease, autoimmune and neurodegenerative disorders, and coronary heart disease (Qin et al., 2007; Furman et al., 2019; Sattar et al., 2003). One major source of morbidities is pro-inflammatory cytokines from immune cells and activation of the innate immune system against pathogens (Furman et al., 2019). However, the physiological mechanisms and therapeutic candidates against LPS-induced systemic inflammation are poorly understood.

ZO-1 is a tight junction protein that regulates cell permeability in many mammalian cells and functions as a scaffolding protein. ZO-1 consists of three PDZ domains, a SH3 domain, and a guanylate kinase (GuK) domain. Because the ZO-1 protein strictly and completely regulates cell permeability, ZO-1 overexpression could inhibit LPS- and PM2.5-induced respiratory inflammation by diminishing the production of pro-inflammatory cytokines (Lee et al., 2020; Kang et al., 2020). Notably, among ZO-1 proteins, PDZ could participate in PDZ-PDZ interactions and bind with non-PDZ-containing proteins (Lee and Zheng, 2010). The PDZ peptide consists of a core sequence that significantly decreases LPS-induced F-actin polymerization and production of pro-inflammatory cytokines and/or chemokines to maintain homeostasis (Lee et al., 2020). In addition, RGS12 expression activated by the PDZ peptide can completely block LPS-induced CXCR2 GPCR activation (Lee et al., 2020). Although the PDZ peptide can regulate LPS-and PM2.5-related airway inflammation, this is limited to the respiratory system. The effects of the PDZ peptide on LPS-induced systemic inflammation are poorly understood.

M1 and M2 macrophage polarization differs in specific functions in the immune system (Zhang et al., 2023; Li et al., 2023). M1 macrophages are the initial immune response to infections and can produce pro-inflammatory cytokines. M2 macrophages are mediated for anti-inflammation and tissue repair and have specific physiological functions to produce anti-inflammatory cytokines and tissue remodeling (Li et al., 2023). Polarization of macrophages into these subtypes is important because it determines the progression to inflammation or anti-inflammation. Neutrophils are a type of white blood cell that mainly assist the body in fighting off infections (Chung et al., 2023). Immature neutrophils can be present but do not participate in infection control, while mature neutrophils are fully functional and primed for fighting infections (Chung et al., 2023). Therefore, the presence of immature neutrophils in the bloodstream may be an indication of inflammation or infection.

Here, we suggest that PEGylated PDZ peptide inhibits LPS-induced systemic inflammation by hindering ROS production in the kidney mitochondria. Because the PDZ peptide restored LPS-induced tissue injury in the liver, kidney, and lung in mice, it likely inhibits the major symptoms of systemic inflammation and may be an innovative therapeutic candidate for sepsis and septic shock.

## Results

### ZO-1-based PDZ peptide is generated and PEGylated

Based on our previous studies (Lee et al., 2020; Kang et al., 2020), ZO-1 protein potentially regulates LPS- or PM2.5-induced airway inflammation by enforcing membrane tightness. In addition, the PDZ domain plays an essential role in LPS- or PM2.5-induced ZO-1 physiological function by generating TEER. Therefore, we hypothesized that PDZ peptide downregulates systemic LPS inflammation. The PDZ peptide consisting of 22 amino acids and an additional TAT (GRKKRRQRRR) sequence to enable cell permeability was tagged with FITC for monitoring (Figure 1a). The clinical application of a therapeutic peptide is often limited by its short in vivo half-life. PEGylation is one of the well-established approaches for extending in vivo half-life of a peptide drug; A PEGylated peptide is expected to be more tolerable to renal clearance and proteolytic degradation. To PEGylate WT PDZ or mut PDZ at its amine groups, m-PEG-succinimidyl succinate with an average molecular weight of 5000 Da was incubated with WT PDZ or mut PDZ to yield mono- and di-PEGylated WT PDZ or mut PDZ, collectively referred to as PEG-WT-PDZ or PEG-mut PDZ, respectively. Size exclusion chromatography on the PEGylation mixture resulted in the separation of PEG-WT-PDZ or PEG-mut PDZ from unreacted PEG and residual WT PDZ or mut PDZ (Figure 1b). PEG-WT PDZ or PEG-mut PDZ collected from eluting fractions was analyzed by in-gel fluorescence upon SDS-PAGE (Figure 1c). In comparison to the PEGylation mixture which contained native PDZ as well as PEGylated PDZs, purified PEG-WT PDZ or PEG-mut PDZ was comprised of only mono- and di-PEGylates with fairly retarded migration. These results indicated that PEGylation was successfully achieved through amine-coupling at lysine residues of PDZs and substantially increased the hydrodynamic volume of PDZs.

**Figure 1.**
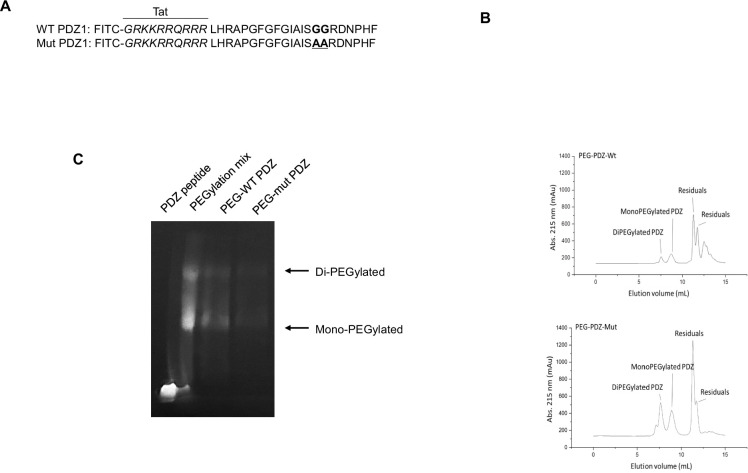
PEGylation and purification of PEGylated PDZ (PEG-WT PDZ) and PEGylated mut PDZ (PEG-mut PDZ). (**A**) Peptides were synthesized with fluorescein isothiocyanate (FITC) and entered the Tat region (italicized amino acids) for cell penetration based on the first PDZ domain sequence (A, upper panel), and 25GG26 was changed to 25AA26 for the mutant PDZ peptide (mut PDZ peptide; lower panel). (**B**) Size exclusion chromatography for isolation of PEG-WT PDZ or PEG-mut PDZ from the mixture of WT PDZ or mut PDZ reacted with m-PEG-succinimidyl succinate (MW 5000). (**C**) SDS-PAGE analysis for visualization of PEGylated products. Samples were run on SDS-PAGE and then illuminated at λex  = 480  nm to obtain in-gel fluorescence. Figure 1—source data 1.Labelled gel for Figure 1C. Figure 1—source data 2.Raw unedited gels for Figure 1C.

### PDZ peptide exerts anti-inflammatory effects against LPS-induced systemic inflammation in LPS-administered mice

We examined the anti-inflammatory effects of the PDZ peptide on LPS-administered mice. Mice were pretreated with either WT or mut PDZ peptide (7.5 mg/kg, i.v.) for 4 hr and then injected with LPS (10 mg/kg, i.p.) to induce experimental systemic inflammation. After sacrifice, blood samples were collected, and the ALT, AST, BUN, and creatinine levels were measured to identify the changes in plasma biochemical markers (Table 1). A significant increase in plasma biomarkers of systemic inflammation was observed in LPS-administered mice. Notably, WT PDZ-treated mice had decreased levels of biomarkers compared to LPS-treated mice. However, mut PDZ-treated mice had not changed, except creatinine, suggesting that WT PDZ peptide significantly decreased LPS-induced elevation of creatinine in plasma. Although the function of ZO-1 protein as a diagnostic marker for sepsis was identified in 2020 year (Ni et al., 2020), additional studies have not been performed. Here, the in vivo survival effect of LPS and PDZ co-administration was examined in mice. The pretreatment with WT PDZ peptide significantly increased survival and rescued compared to LPS only; these effects were not observed with the mut PDZ peptide (Figure 2a). To investigate whether WT PDZ peptide can affect pro-inflammatory cytokine production/recruitment in the plasma after LPS administration, various pre-inflammatory cytokines were measured after blood perfusion through the heart. The IL-6, IL-8, and TNF-α levels were significantly decreased in the plasma of WT PDZ peptide-administered mice, but not in mut PDZ peptide-administered mice (Figure 2b). Next, systemic inflammation can cause septic shock and severe damage to lung, kidney, liver, and other organs (Caraballo and Jaimes, 2019; Lelubre and Vincent, 2018). Thus, lung inflammation was examined under the same conditions. The levels of pro-inflammatory cytokines were examined using specific ELISAs (Figure 2c). The LPS-induced pro-inflammatory cytokines production was significantly inhibited in WT PDZ peptide-administered mice, but not in mut PDZ peptide-administered mice. These results indicate that the WT PDZ peptide significantly inhibits the LPS-induced the loss of weight and pro-inflammatory cytokine production to maintain homeostasis in blood and lungs after LPS administration.

**Figure 2.**
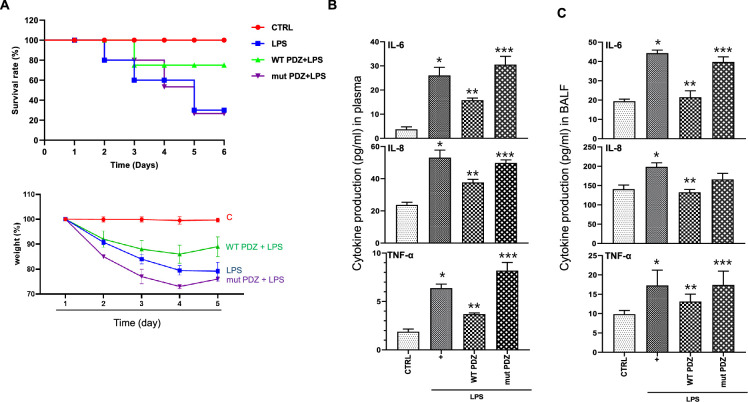
The inhibitory effect of PDZ peptide on lipopolysaccharide (LPS)-induced systemic inflammatory responses in vivo. (**A**) Comparison of survival rate and body weight change after administration of LPS or both LPS and PDZ peptide. The body weight was measured for the duration of LPS administration (5 days). LPS administration (10 mg/kg/30 μL) into the peritoneum of mice that were injected 4 hr prior with either the wild-type (WT) PDZ peptide or the mutant PDZ peptide (7.5 mg/kg/30 μL, i.v.). (**B**) After 5 days, the IL-6, IL-8, and TNF-α concentrations in the plasma were measured using specific ELISAs. (**C**) To examine lung pathology, BALF was harvested. The IL-6, IL-8, and TNF-α concentrations in the BALF were measured using specific ELISAs. *p<0.05 compared with saline-treated mice; **p<0.05 compared with LPS-treated mice; ***p<0.05 compared with LPS- and WT PDZ peptide-treated mice.

**Table 1.** The effects of PDZ peptide on lipopolysaccharide (LPS)-induced damage markers in plasma. Five days after LPS administration (10 mg/kg/30 μL) into the peritoneum of mice that were injected with either the wild-type (WT) PDZ peptide or the mutant PDZ peptide (mPDZ peptide; 7.5 mg/kg/30 μL, i.v.) 4 hr previously. The blood samples were centrifuged, and the plasma was harvested. The ALT, AST, BUN, and creatinine levels were analyzed (n=5).

Plasma maker	Control	LPS only	LPS+WT PDZ	LPS+mut PDZ
ALT (U/L)	8.286±2.456	11.785±4.167	8.024±0.24	6.16±1.917
AST (U/L)	54.555±14.702	82.306±20.569	62.176±14.275	65.445±16.042
BUN (mg/dl)	5.716±1.646	7.742±2.317	9.120±0.215	11.996±1.51
Creatinine (mg/dl)	0.172±0.095	0.472±0.065	0.214±0.048	0.434±0.078

### PDZ inhibits LPS-induced tissue injury by blocking ROS formation

Next, we assessed whether WT PDZ peptide affects acute tissue damage in organs such as the liver, kidney, and lung during LPS-induced systemic inflammation. The liver, kidney, and lung samples were collected and histopathologically examined. LPS administration significantly enhanced inflammatory cell infiltration in the liver (Figure 3a), kidney (Figure 3b), and lung (Figure 3c) tissue samples. Interestingly, these infiltrations were significantly inhibited by WT PDZ administration, but not mut PDZ in the liver, kidney, and lung. And the immunohistochemistry staining using macrophage and microglia marker, Iba1, is helpful for the indication of an inflamed site. Iba1 staining was strongly positive in LPS-administrated Liver and kidney. Interestingly, this iba1 staining was dramatically decreased in WT PDZ treatment, but not mut PDZ in the liver and kidney. In addition, LPS administration increased PAS-positive goblet cells in lung tissue (Figure 3c). PAS-positive goblet cells were strongly decreased by WT PDZ administration, but not by mut PDZ administration. The specific physiological mechanism by which WT PDZ peptide decreases LPS-induced systemic inflammation in mice and the signal molecules involved remain unclear. These were confirmed by a semi-quantitative analysis of Iba-1 immunoreactivity and PAS staining in the liver, kidney, and lung, respectively (Figure 4d, e and f). To examine whether WT PDZ peptide can alter LPS-induced tissue damage in the kidney, a cell toxicity assay was performed (Figure 3g). LPS induced cell damage in the kidney, however, WT PDZ peptide could significantly alleviate the toxicity, but mut PDZ peptide could not. Because cytotoxicity caused by LPS is frequently due to ROS production in the kidney (Su et al., 2023; Qiongyue et al., 2022), ROS production in the mitochondria was investigated in renal mitochondria cells harvested from kidney tissue (Figure 3h). LPS significantly increased ROS production to induce renal inflammation in a time-dependent manner; however, the WT PDZ peptide blocked LPS-induced ROS production, but the mut PDZ peptide did not. The results indicate that the WT PDZ peptide may have therapeutic effects that inhibit LPS-induced tissue damage and systemic inflammation in several organs of mice administered LPS.

**Figure 3.**
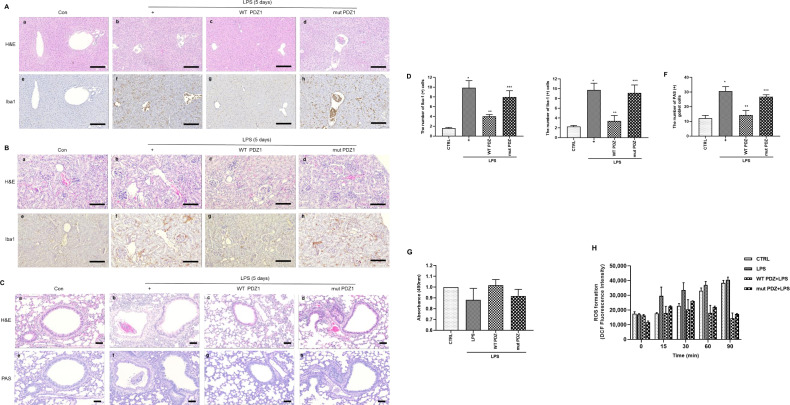
The effects of PDZ peptide on liver, kidney, and lung injuries in lipopolysaccharide (LPS)-administered mice. LPS administration (10 mg/kg/30 μL) into the peritoneum of mice injected 4 hr prior with either the wild-type (WT) PDZ peptide or the mutant PDZ peptide (7.5 mg/kg/30 μL, i.v.). After administration for 5 days, the liver (a), kidney (b), and lung (c) were harvested. Both hematoxylin and eosin (H&E) and iba-1 staining were performed on the tissue sections from the treated mice (400x). Indicated scale bars were 20 μm. (d,e,f) Semi-quantitative analysis of each is positive for Iba-1 in the liver and kidney, and positive cells of periodic acid Schiff (PAS) in the lung, respectively. (g) After the kidneys were harvested, tissue lysates were used for MTT assay. (h) After mitochondria from the kidneys was isolated, the mitochondria lysates were used for ROS measurement. *p<0.05 compared with saline-treated mice; **p<0.05 compared with LPS-treated mice; ***p<0.05 compared with LPS- and WT PDZ peptide-treated mice. All data shown are representative of three independent experiments.

**Figure 4.**
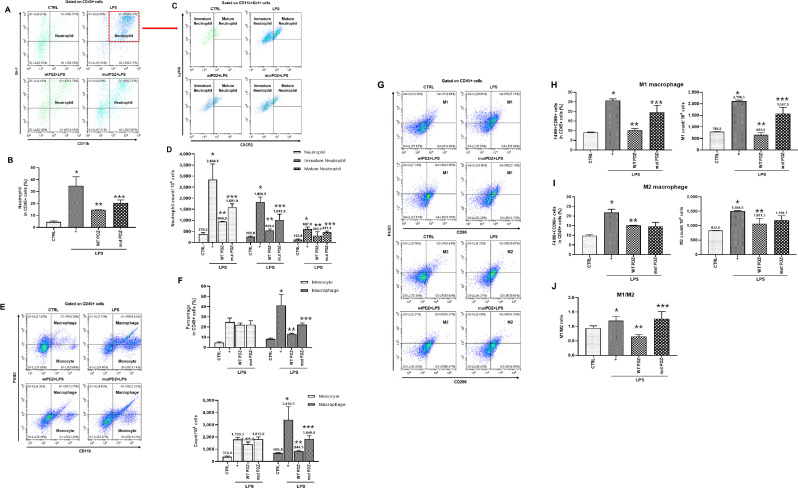
Gating strategy used in flow cytometry to determine the populations of immune cells in mice administered lipopolysaccharide (LPS) and PDZ peptides. Five days after LPS administration (10 mg/kg/30 μL) into the peritoneum of mice that were injected 4 hr prior with either the wild-type (WT) PDZ peptide or the mutant PDZ peptide (7.5 mg/kg/30 μL, i.v.). After administration for 5 days, spleens were harvested. (**A, C**) Subpopulations of either immature or mature neutrophils were identified as CXCR2-Ly6Glo/+ (immature) and CXCR2+Ly6G+ (mature). (**B, D**) Data for each neutrophil phenotype are displayed as the percentages of neutrophil (CD11b+Gr-1+) in CD45+ cells and the exact number of immature- and mature-neutrophil counted per 104 total neutrophil cells. (**E, F**) Flow cytometry of monocyte (CD11b+F4/80int) and macrophage (CD11b+F4/80+) expression in CD45+ cells is shown. Data for each cell phenotype are displayed as the percentages of monocytes and macrophages in CD45+ cells and the exact number of monocytes and macrophages counted per 104 total single cells. (**G**) Subpopulations of two types of macrophages were identified as CD86+F4/80+ (M1) and CD206+F4/80+ (M2) in CD45+ cells. (**H, I**) Data for each cell phenotype are displayed as the percentages of M1- and M2-macrophages in CD45+ cells and the exact number of M1- and M2- macrophages counted per 104 total single cells. (**J**) The M1/M2 ratio was calculated based on the percentage of F4/80+CD86+ cells and F4/80+CD206+ cells in CD45+ cells. *p<0.05 compared with saline-treated mice; **p<0.05 compared with LPS-treated mice; ***p<0.05 compared with LPS- and WT PDZ peptide-treated mice. All data shown are representative of three independent experiments.

### PDZ peptide regulates LPS-induced immune populations by inhibiting M1 macrophage polarization and promoting M2 polarization

We examined whether PDZ peptide can affect the population of immune cells. Screening of immune cells was performed for immature/mature neutrophils, monocytes, and macrophages in the spleen from the mice by flow cytometry. Although proliferative immature/mature neutrophils were examined after treatment with LPS, the effect of PDZ peptide on an LPS-induced neutrophil lineage was unclear. To investigate this phenomenon, the neutrophil fraction was analyzed with CD11b^+^Gr1^+^ in the spleen (Figure 4a). LPS significantly increased the percentage of total neutrophils. The WT PDZ peptide robustly decreased total neutrophils, however, the mut PDZ peptide increased compared to WT PDZ-treated mice (Figure 4a and b). Analyzing total neutrophils in the spleen, there were two populations of neutrophils: a population of CXCR2 +Ly6G+ neutrophils (Mature) and a second population of CXCR2-Ly6Glo/+ neutrophils (immature) (Figure 4c). Both immature and mature neutrophils were dramatically increased by LPS. Importantly, the WT PDZ peptide robustly decreased both immature and mature neutrophils, however, mut PDZ peptide increased them compared to WT PDZ-treated mice (Figure 4d). Next, LPS markedly increased the percentage of CD11b^+^F4/80^int^ monocytes. There were no differences between the WT PDZ- and mut PDZ-treated mice in the spleen. However, the CD11b^+^F4/80^+^ macrophages were dramatically increased in the LPS-treated mice (Figure 4e and f). The WT PDZ peptide robustly decreased macrophages, however, the mut PDZ peptide increased compared to WT PDZ-treated mice (Figure 4e and f). Lastly, to examine whether the PDZ peptide could regulate the M1 and M2 macrophages population and polarization in vivo, spleen cells were stained to characterize the cell populations (Figure 4g). The F480 +CD86+ M1 macrophages were dramatically increased in the LPS-treated mice. The WT PDZ peptide remarkably decreased M1 macrophages, however, mut PDZ peptide increased compared to WT PDZ-treated mice (Figure 4h). The percentage of F4/80+CD206+M2 macrophages were also increased in the LPS-treated mice, however, there were no significant differences between the WT PDZ- and mut PDZ-treated mice (Figure 4i). More importantly, there were no significant differences of the M1/M2 ratio between the LPS- and mut PDZ-treated mice, whereas the ratio was dramatically decreased in WT PDZ-treated mice (Figure 4j). The decrease in the M1/M2 ratio meant that the M2 was relatively increased, suggesting that WT PDZ peptide can inhibit M1 macrophage polarization and promotes M2 macrophage polarization to decrease LPS-induced systemic inflammation. These results show that WT PDZ peptide may inhibit LPS-induced tissue damage and systemic inflammation by regulating the population of immune cells to keep homeostasis during LPS-induced systemic inflammation.

### NF-κB- mediated gene expression levels are downregulated in PDZ peptide-treated cells

Although the physiological function of PDZ peptide has become increasingly important in systemic inflammation, the signaling pathway has not yet been fully elucidated. To identify PDZ-mediated signaling, we performed RNA sequencing analysis. 

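RNA was sequenced from BEAS-2B cells, an established line of human bronchial epithelial cells, in 4 libraries, with 1 library each for Control, LPS, WT PDZ+LPS and mut PDZ+LPS. The peptide was given for 24 hr before 2 hr of LPS, and the LPS cells received LPS for the same 2 hr without peptide. Libraries were made from poly(A)-selected RNA. The authors trimmed the reads, mapped them with TopHat and deposited the number of reads counted on each gene symbol, without normalization, and the paper's text names neither the genome build nor the counting tool. The counts summed to 24823347 in Control, 25155647 in LPS, 23446600 in WT PDZ+LPS and 19682929 in mut PDZ+LPS. Since each condition had 1 library, no difference has a replicate check and no p-value is given. For single genes, 95% intervals cover counting error between 2 libraries only. For list medians and shares, they describe the spread across the genes of a list. Those genes are not independent, and these intervals hold no error between replicates. The counts were divided by geometric size factors of 1.15, 1.06, 0.990 and 0.851 in the same order, and 1 normalized count was added before log2. The legend of Figure 5B gives a fold change of 2 and a normalized log2 value of 4, which were read here as a difference of at least 2-fold and a normalized count of at least 4 on the log2 scale in at least one of the 2 libraries compared. The paper's methods name FPKM and geometric normalization, whereas the counts used here were not scaled by gene length. The mut PDZ+LPS library differed from the others by transcript length. Over the 12371 of 13072 genes with a mean of at least 16 normalized counts that had a transcript length in GENCODE 29, Spearman's rho across genes, which are not independent replicates, between length and the log2 fold change was -0.591 in mut PDZ+LPS/LPS and 0.0637 in WT PDZ+LPS/LPS. It was -0.441 in mut PDZ+LPS/Control and -0.597 in mut PDZ+LPS/WT PDZ+LPS, against 0.149 in LPS/Control. With the GC content of the transcript, rho in mut PDZ+LPS/LPS and WT PDZ+LPS/LPS was 0.403 and -0.0845. From the shortest to the longest decile of transcripts, the median log2 fold change in mut PDZ+LPS/LPS went from 0.40 to -0.46. Values that compare mut PDZ+LPS with another library carry this trend unless they are given after a correction for transcript length and GC content, which was chosen after the trend had been seen.

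**Figure D1:**
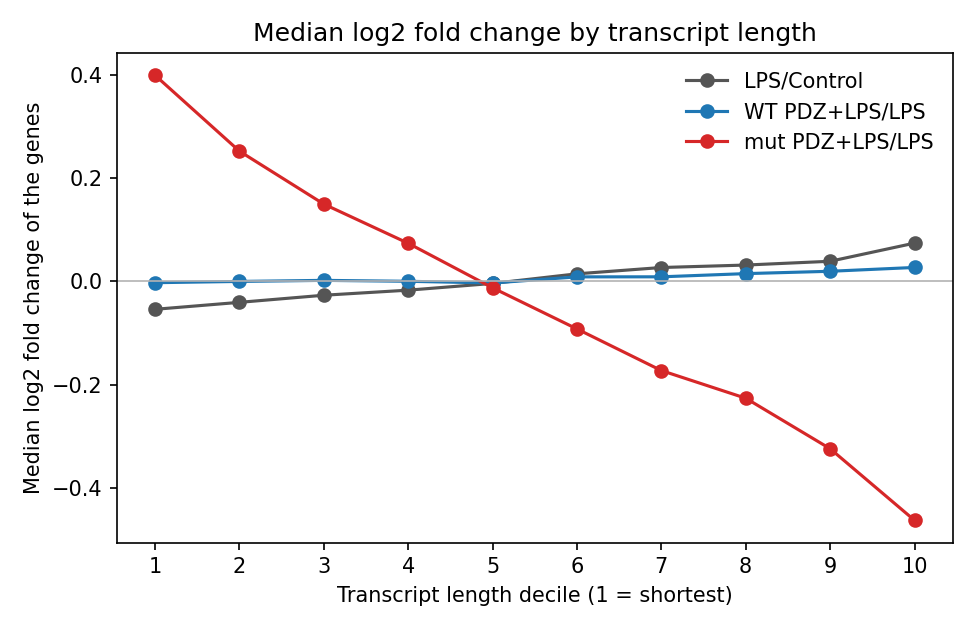
Median log2 fold change (vertical axis) of genes grouped into deciles of transcript length (horizontal axis, 1 is the shortest), for LPS/Control, WT PDZ+LPS/LPS and mut PDZ+LPS/LPS; each point is the median of the genes in 1 decile. The mut PDZ+LPS/LPS line falls from 0.40 to -0.46, and the WT PDZ+LPS/LPS line stays between -0.0033 and 0.027.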

The results of RNA-seq analysis showed the expression pattern of 24,424 genes according to each comparison combination, of which the results showed the similarity of 51 genes overlapping in four gene categories and the similarity between each comparison combination (Figure 5a). As a result, compared to the control group, it was confirmed that LPS alone, WT PDZ+LPS, and mut PDZ+LPS were all upregulated above the average value in each gene, and when LPS treatment alone was compared with WT PDZ+LPS, it was confirmed that they were averaged or downregulated. 

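All 4 libraries were listed with the same 24424 gene symbols, of which 18894 had a count in at least one library. In LPS/Control, 460 genes were at least 2-fold higher and 187 lower among the 13277 that passed the expression rule. WT PDZ+LPS/Control gave 436 higher and 189 lower genes, and mut PDZ+LPS/Control gave 689 and 398. Against LPS, 84 genes were higher and 97 lower in WT PDZ+LPS, while 274 were higher and 254 lower in mut PDZ+LPS. Libraries simulated without any change, with counting error alone, gave a mean of 45.5 changed genes for WT PDZ+LPS/LPS and 54.7 for mut PDZ+LPS/LPS. Dropping the expression rule gave 1176 higher and 969 lower genes in LPS/Control, and 1322 and 784 in WT PDZ+LPS/LPS. A stricter rule of 6 on the log2 scale left 6 higher and 5 lower genes in WT PDZ+LPS/LPS. In mut PDZ+LPS/LPS it left 58 higher and 159 lower genes. A threshold of 1.5-fold moved the lower genes in mut PDZ+LPS/LPS most, to 1311. After the correction for transcript length and GC content, mut PDZ+LPS/LPS had 178 higher and 140 lower genes.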

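A list of NF-kB target genes, written from general knowledge of the pathway before the counts were examined, had 49 members with a mean of at least 16 normalized counts. Their median log2 fold change was 3.62 in LPS/Control, 3.24 in WT PDZ+LPS/Control and 3.33 in mut PDZ+LPS/Control, and every one of these members was higher than in Control in all 3 comparisons. In WT PDZ+LPS/LPS the median was -0.19 (95% interval of the median across genes, -0.30 to -0.13), with 43 genes lower and 6 higher. This median lay below all of the 10000 random lists of the same size matched on mean expression, of which the middle 95% ran from -0.020 to 0.034. The random lists were not matched on the response to LPS, so this does not mark a drop confined to NF-kB target genes. The 502 genes outside the inflammation lists that were higher in mut PDZ+LPS/Control had a median of -0.081 in WT PDZ+LPS/LPS, also below all their random lists. The members at least 2-fold lower in WT PDZ+LPS/LPS were CXCL10 and EBI3, named after their values were seen, with 39 and 79 counts in LPS against 16 and 27 in WT PDZ+LPS. The median log2 fold change of the inflammatory response and autoimmunity list was -0.13 (-0.19 to -0.080) in WT PDZ+LPS/LPS, that of the inflammatory cytokines and receptors list -0.13 (-0.17 to -0.039), that of the NF-kB signaling pathway list -0.058 (-0.10 to 0.0035) and that of the inflammasome list -0.023 (-0.096 to 0.040). The correction for transcript length and GC content moved the median of the NF-kB target genes in WT PDZ+LPS/LPS to -0.18.

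**Figure D2:**
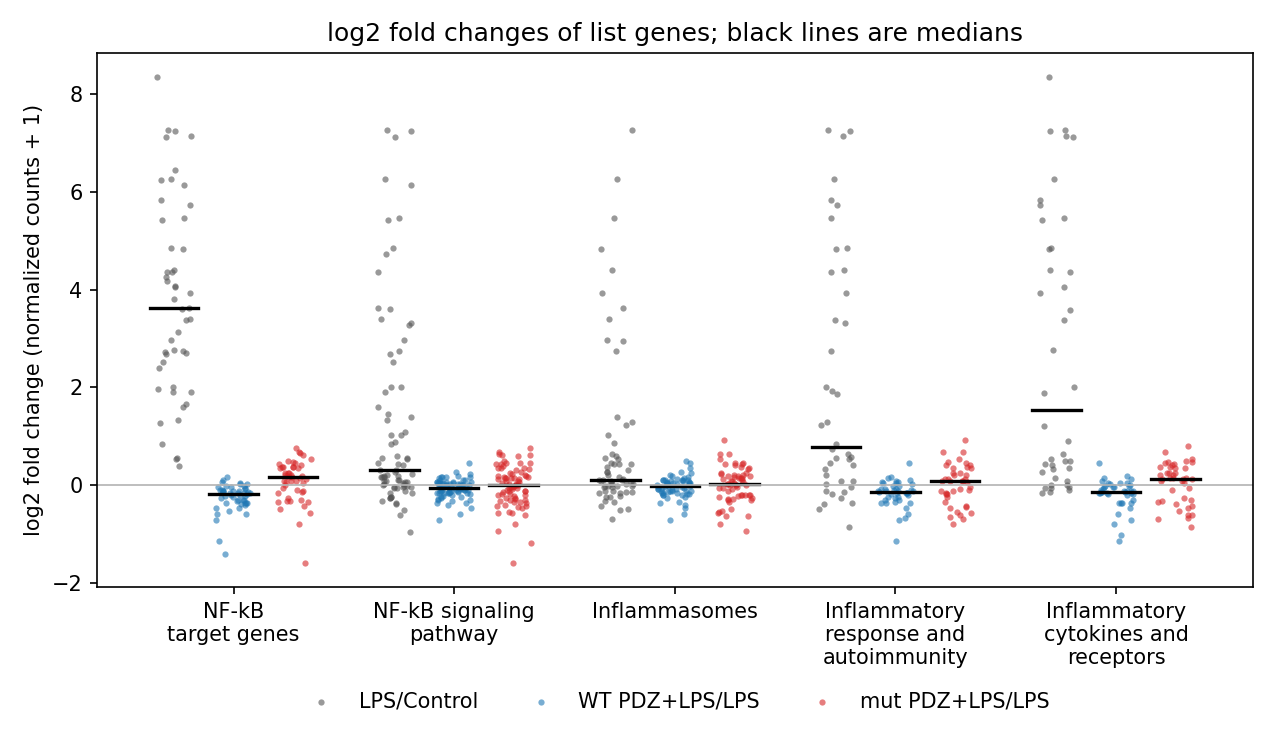
log2 fold change (vertical axis, with 1 normalized count added) of the members of each gene list (horizontal axis) in LPS/Control, WT PDZ+LPS/LPS and mut PDZ+LPS/LPS; each point is a gene and each black line the median. The NF-kB target genes lie around 3.62 in LPS/Control and around -0.19 in WT PDZ+LPS/LPS.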

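Between LPS and mut PDZ+LPS, the 153 members of the NF-kB signaling pathway, inflammasome, inflammatory response and autoimmunity, and inflammatory cytokines and receptors lists with a mean of at least 16 normalized counts were compared. Of these, 80 (52.3%, 95% exact binomial interval 44.1 to 60.4%) were higher in mut PDZ+LPS. Among the 49 members that changed at least 2-fold in LPS/Control, 30 were higher in mut PDZ+LPS (61.2%, 46.2 to 74.8%), although choosing genes by their level in the LPS library favours lower values in any library set against it. After the correction for transcript length and GC content these became 79 of 153 and 24 of 48 genes. For WT PDZ+LPS, 64 of the 153 members and 8 of the 49 were higher than in LPS.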

When comparing LPS treatment alone and mut PDZ+LPS, it was confirmed that about half of the genes were upregulated. 

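Across the genes with a mean of at least 16 normalized counts, Spearman's rho between the log2 fold changes of LPS/Control and WT PDZ+LPS/Control was 0.786. Between LPS/Control and mut PDZ+LPS/Control rho was 0.431, and between WT PDZ+LPS/Control and mut PDZ+LPS/Control 0.396. Comparisons that share the Control library correlate with no effect at all, and simulated libraries without any change gave a rho of 0.419, 0.400 and 0.395 for these pairs in the same order with counting error alone. With a coefficient of variation of 0.1 between the simulated libraries as well, they gave 0.470, 0.468 and 0.462. The simulated libraries carried no transcript length trend, so for the pairs with mut PDZ+LPS they are not a like comparison. Over the members of the 4 inflammation lists, rho was 0.965 for LPS/Control with WT PDZ+LPS/Control and 0.828 for LPS/Control with mut PDZ+LPS/Control, against 0.404 and 0.366 in the simulated libraries with counting error alone. The correction for transcript length and GC content moved the rho of LPS/Control with mut PDZ+LPS/Control over all these genes to 0.584, and that of WT PDZ+LPS/Control with mut PDZ+LPS/Control to 0.562.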

Regarding the similarity between comparison combinations, the comparison combination with LPS/Control and the comparison combination with WT PDZ+LPS/Control showed the most similar gene patterns, followed by the comparison combination with mut PDZ+LPS/Control. The comparison combination of WT PDZ+LPS/LPS and mut PDZ+LPS/LPS showed similar genetic patterns. 

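For WT PDZ+LPS/LPS and mut PDZ+LPS/LPS, rho was 0.109 across the genes with a mean of at least 16 normalized counts. Both comparisons share the LPS library, and simulated libraries without any change gave a rho of 0.414 with counting error alone. The simulated libraries did not carry the transcript length trend of mut PDZ+LPS, so their rho is not the value expected here without an effect. Across the members of the 4 inflammation lists rho was -0.0069, where the simulated libraries gave 0.416, and 0.225 after the correction for transcript length and GC content, against 0.195 for all genes. Without the expression rule, rho over the list members was 0.157.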

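The median log2 fold change of the NF-kB signaling pathway list (78 genes with a mean of at least 16 normalized counts) was 0.31 in LPS/Control (95% interval of the median across genes, 0.11 to 0.88), 0.30 (0.16 to 0.78) in WT PDZ+LPS/Control and 0.35 (0.10 to 0.91) in mut PDZ+LPS/Control. For the inflammasome list (62 genes) the medians were 0.12 (0.019 to 0.43), 0.18 (0.062 to 0.38) and 0.19 (-0.024 to 0.52) in the same order. The inflammatory response and autoimmunity list (42 genes) gave 0.79 (0.42 to 2.75), 0.66 (0.22 to 2.25) and 1.09 (0.24 to 2.17). The inflammatory cytokines and receptors list (42 genes) gave 1.55 (0.43 to 4.05), 1.57 (0.26 to 3.86) and 1.499 (0.44 to 4.36). Each of these medians lay above the middle 95% of random lists matched on mean expression, but the intervals of the inflammasome list in all 3 comparisons, and that of the NF-kB signaling pathway list in mut PDZ+LPS/Control, reached into it. The rule on expression moved the cytokine and receptor medians most, with 0.64 to 2.39 in LPS/Control, 0.47 to 2.31 in WT PDZ+LPS/Control and 1.03 to 2.60 in mut PDZ+LPS/Control from no rule to the stricter rule. The autoimmunity median in mut PDZ+LPS/Control ran from 0.45 to 1.17 between the same settings, and was 0.81 after the correction for transcript length and GC content. Scaling by the total count, which lowered the median of all genes in LPS/Control to -0.13, moved the inflammasome list in LPS/Control to -0.016.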

Similarity between genes showed that inflammation-related genes had increased expression in the LPS/Control, WT PDZ+LPS/Control, and mut PDZ+LPS/Control treatment groups. 

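The members of the paper's 4 categories are not given in its text, so lists of the same names, written from general knowledge before the counts were examined, were set against the rule of at least 2-fold and a normalized log2 value of 4. In LPS/Control, 29 of the 88 genes (33.0%, 95% exact binomial interval 23.3 to 43.8%) of the NF-kB signaling pathway list had changed, 16 of the 82 genes (19.5%, 95% exact binomial interval 11.6 to 29.7%) of the inflammasome list, 21 of the 90 genes (23.3%, 95% exact binomial interval 15.1 to 33.4%) of the inflammatory response and autoimmunity list and 23 of the 99 genes (23.2%, 95% exact binomial interval 15.3 to 32.8%) of the inflammatory cytokines and receptors list, all of them higher. Between WT PDZ+LPS and LPS the numbers were 0 (0%, 0 to 4.11%) of the NF-kB signaling pathway list, 0 (0%, 0 to 4.40%) of the inflammasome list, 2 (2.22%, 0.27 to 7.80%) of the inflammatory response and autoimmunity list and 2 (2.02%, 0.246 to 7.11%) of the inflammatory cytokines and receptors list. In mut PDZ+LPS/LPS they were 2 (2.27%, 0.276 to 7.97%), 1 (1.22%, 0.0309 to 6.61%), 0 (0%, 0 to 4.02%) and 1 (1.01%, 0.0256 to 5.50%) in the same order. Named after their values were seen, the changed genes were CRP and CXCL10 (inflammatory response and autoimmunity) and CXCL10 and IL7 (inflammatory cytokines and receptors) in WT PDZ+LPS/LPS. In mut PDZ+LPS/LPS they were EGFR and REL (NF-kB signaling pathway), P2RX7 (inflammasomes) and TNFSF13B (inflammatory cytokines and receptors). CRP had 16 counts in WT PDZ+LPS and 6 in LPS, P2RX7 7 in mut PDZ+LPS and 23 in LPS, and TNFSF13B 16 in mut PDZ+LPS and 5 in LPS. After the correction for transcript length and GC content, the log2 fold change of EGFR in mut PDZ+LPS/LPS was -0.67 in place of -1.17. Among the alternatives set before the counts were examined, a threshold of 1.5-fold moved the share of the NF-kB signaling pathway list in mut PDZ+LPS/LPS, to 12.5%. This was the largest move in percentage points among the comparisons given here. In proportion, the shares of the inflammasome and the cytokine and receptor lists moved more in mut PDZ+LPS/LPS, to 9.76% and 8.08%.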

NF-kB signaling pathway appeared most frequently in WT PDZ+LPS/LPS (91.46%), Inflammatory autoimmunity appeared most frequently in mut PDZ+LPS/LPS (47.75%), and inflammatory cytokines receptors and inflammasomes also appeared in mut PDZ+LPS/LPS (Figure 5b). It appeared the most at 33.33% and 61.42%. In addition, increased and decreased expression of genes in the inflammatory cytokines receptors gene category was observed in LPS/Control, WT PDZ+LPS/LPS, and mut PDZ+LPS/LPS. In addition, the STRING database was used to represent protein-protein interactions of genes in RNA-seq analysis (Figure 5c). 

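Within the inflammatory cytokines and receptors list, 23 genes were at least 2-fold higher and 0 lower in LPS/Control. Against LPS, 0 were higher and 2 lower in WT PDZ+LPS, and in mut PDZ+LPS 1 was higher and 0 lower. Among genes that passed the expression rule, CCL20 had the highest log2 fold change in LPS/Control, at 8.34 (95% counting interval, 7.98 to 8.80). CCL20 in WT PDZ+LPS/LPS was at -0.37 (-0.40 to -0.33), and in mut PDZ+LPS/LPS at 0.37, or -0.022 after the correction for transcript length and GC content. IL1B, with 3 counts in Control and 591 in LPS, had a log2 fold change of 7.27 (6.18 to 10.02) in LPS/Control and of -0.71 (-0.91 to -0.51) in WT PDZ+LPS/LPS. IL6 and CXCL8 were at -0.12 (-0.16 to -0.077) and -0.11 (-0.13 to -0.092) in WT PDZ+LPS/LPS. CXCL1 and CXCL2 were at -0.080 and -0.19. In mut PDZ+LPS/LPS, IL6 was at 0.54, IL1B at 0.21, CXCL8 at 0.34, CXCL1 at 0.25 and CXCL2 at 0.42. After the correction these became 0.38, 0.074, 0.10, -0.0017 and 0.20. TNF had 0 counts in Control and 46 in LPS, at least 16.6-fold higher, and its difference between WT PDZ+LPS, with 31 counts, and LPS was not detectable at this depth (-1.17 to 0.22). Nor was its difference between mut PDZ+LPS, with 29 counts, and LPS (-1.07 to 0.36).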

In the network shown, genes served as nodes and edges served as protein-protein associations. The line thickness at the network edge indicated the strength of data support. Interaction scores were considered to have minimal reliability at 0.400. 

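The files list the genes by symbol alone, and their chromosomes are taken from GENCODE 29. NFKB1 (chromosome 4), which encodes the p105 and p50 subunits of NF-kB, had 1909 normalized counts in Control, 12845 in LPS, 11534 in WT PDZ+LPS and 7445 in mut PDZ+LPS. Its log2 fold change was 2.75 in LPS/Control (95% counting interval, 2.68 to 2.82), -0.16 in WT PDZ+LPS/LPS (-0.19 to -0.12) and -0.79 in mut PDZ+LPS/LPS (-0.83 to -0.74). MTOR (chromosome 1) had 3863 normalized counts in Control, 3919 in LPS, 3893 in WT PDZ+LPS and 2504 in mut PDZ+LPS, and changed by 0.021 in LPS/Control (-0.041 to 0.082) and by -0.0097 in WT PDZ+LPS/LPS (-0.073 to 0.054), differences not detectable at this depth. In mut PDZ+LPS/LPS it changed by -0.65 (-0.72 to -0.57). REL (chromosome 2) had 455 normalized counts in Control, 1714 in LPS, 1754 in WT PDZ+LPS and 571 in mut PDZ+LPS. It changed by 1.91 in LPS/Control, 0.033 in WT PDZ+LPS/LPS (-0.062 to 0.13, not detectable at this depth) and -1.58 in mut PDZ+LPS/LPS (-1.73 to -1.44). The longest protein-coding transcripts of NFKB1, MTOR and REL measure 4085, 8677 and 11255 nt, and after the correction for transcript length and GC content their log2 fold changes in mut PDZ+LPS/LPS were -0.61, -0.23 and -1.06. SAA1 (chromosome 11) had 13430 normalized counts in Control, 17615 in LPS, 19777 in WT PDZ+LPS and 28001 in mut PDZ+LPS, with log2 fold changes of 0.39 in LPS/Control, 0.17 in WT PDZ+LPS/LPS and 0.67 in mut PDZ+LPS/LPS, or 0.25 after the correction. Reads of SAA1 can be shared with its near-identical copy SAA2. CXCL3 (chromosome 4) had 88.8 normalized counts in Control, 5087 in LPS, 5065 in WT PDZ+LPS and 8151 in mut PDZ+LPS, with log2 fold changes of 5.82 in LPS/Control, -0.0063 in WT PDZ+LPS/LPS, not detectable at this depth (-0.062 to 0.049), and 0.68 in mut PDZ+LPS/LPS, or 0.43 after the correction.

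**Figure D3:**
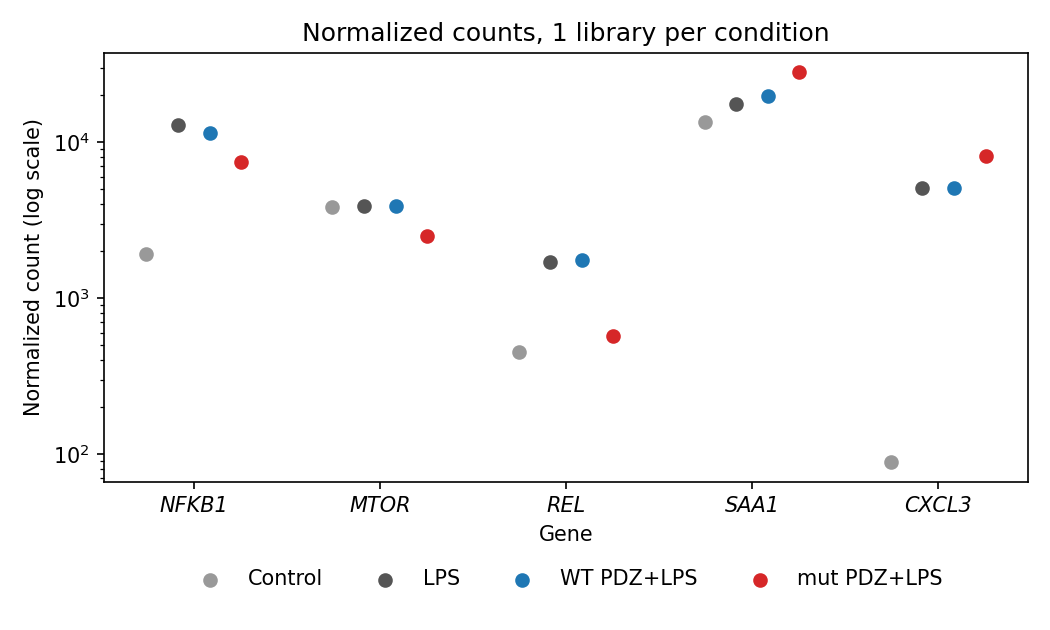
Normalized counts (vertical axis, log scale) of NFKB1, MTOR, REL, SAA1 and CXCL3 (horizontal axis) in Control, LPS, WT PDZ+LPS and mut PDZ+LPS; each point is 1 library. REL lies at 1754 in WT PDZ+LPS and at 571 in mut PDZ+LPS.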

Focusing on NF-kB, mTOR, REL, SAA1, and CXCL3 had strong protein-protein interactions. Therefore, we thought the NF-kB signaling would be dominated for the anti-inflammatory signaling of PDZ peptide.

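The other NF-kB subunits changed less than 2-fold between the LPS-treated libraries. RELA had a log2 fold change of -0.11 in WT PDZ+LPS/LPS (95% counting interval, -0.19 to -0.031), RELB of -0.25 (-0.35 to -0.15) and NFKB2 of -0.25 (-0.30 to -0.20). The inhibitors NFKBIA and TNFAIP3, which are themselves NF-kB targets, were at -0.13 (-0.17 to -0.092) and -0.059 (-0.099 to -0.020), and ICAM1 at -0.33 (-0.35 to -0.31). In mut PDZ+LPS/LPS, RELA was at -0.050, RELB at 0.087, NFKB2 at 0.17, NFKBIA at 0.35, TNFAIP3 at -0.13 and ICAM1 at -0.27. After the correction for transcript length and GC content these became -0.085, -0.32, 0.028, 0.12, 0.11 and -0.29. From the protein interactions around NF-kB in Figure 5C, the paper reasons that NF-kB signaling would dominate in the anti-inflammatory signaling of the PDZ peptide.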

**Figure 5.**
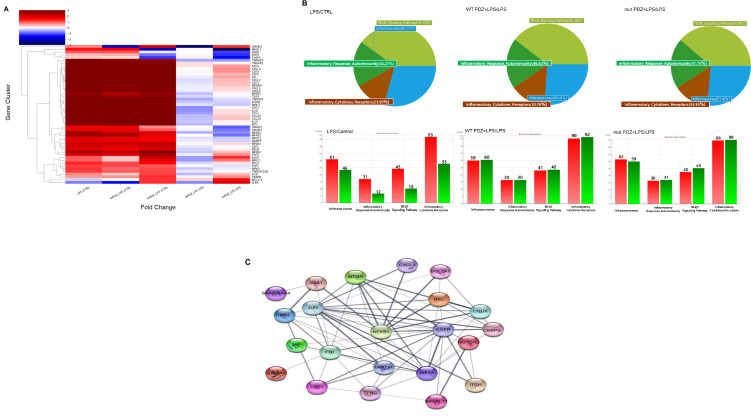
Comparison of mRNA expression in PDZ-treated BEAS-2B cells. BEAS-2B cells were treated with wild-type PDZ or mutant PDZ peptide for 24 hr and then incubated with lipopolysaccharide (LPS) for 2 hr, after which RNA sequencing analysis was performed. (**A**) The heat map shows the general regulation pattern of about 51 inflammation-related genes that are differentially expressed when WT PDZ and mut PDZ are treated with LPS, an inflammatory substance. All samples are RED = upregulated and BLUE = downregulated relative to the gene average. Each row represents a gene, and the columns represent the values of the control group treated only with LPS and the WT PDZ and mut PDZ groups with LPS. This was used by converting each log value into a fold change value. All genes were adjusted to have the same mean and standard deviation, the unit of change is the standard deviation from the mean, and the color value range of each row is the same. (**B**) Significant genes were selected using Gene category chat (Fold change value of 2.00 and normalized data (log2) value of 4.00). The above pie chart shows the distribution of four gene categories when comparing LPS versus control, WT PDZ +LPS/LPS, and mut PDZ +LPS/LPS. The bar graph below shows RED = upregulated, and GREEN = downregulated for each gene category, and shows the number of upregulated and downregulated genes in each gene category. (**C**) The protein-protein interaction network constructed by the STRING database differentially displays commonly occurring genes by comparing WT PDZ +LPS/LPS, mut PDZ +LPS/LPS, and LPS. These nodes represent proteins associated with inflammation, and these connecting lines denote interactions between two proteins. Different line thicknesses indicate types of evidence used in predicting the associations.

### PDZ peptide restores LPS-induced mitochondrial dynamics via NF-kB signaling pathway and ROS production in Raw264.7 cells

To examine which PDZ peptide affects LPS-induced mitochondrial membrane integrity in Raw 264.7 cells, mitotracker 488 mitochondria dye was utilized. The mitoTracker staining was dramatically decreased in a LPS-time dependent manner (Figure 6a). Interestingly, wild-type PDZ peptide significantly increased the staining compared to LPS only (Figure 6b). These findings suggest that PDZ peptide restored the LPS-induced mitochondrial membrane integrity. However, the mutant PDZ peptide did not have an effect. In addition, the phospho-Drp1 antibody was used to detect LPS-induced mitochondria fission in Raw 264.7 cells. The phospho-Drp1 staining was increased in an LPS-time-dependent manner (Figure 6c). Interestingly, wild-type PDZ peptide significantly decreased the staining compared to LPS only (Figure 6d), suggesting that PDZ peptide can regulate mitochondria fission by controlling phosphorylation of Drp1 to decrease LPS-induced inflammation in Raw264.7 cells. Based on the results of RNA-sequencing analysis (Figure 5), to investigate which signal transduction pathway is induced in the cells stimulated by LPS, LPS was treated in a time-dependent manner. The Western blot analysis was performed using several phospho-specific antibodies (Figure 6e). LPS-induced the phosphorylation of iκB and p65 was significantly peaked at 4 hr and the expression of iNOS by LPS reached a maximum at 30 min and decreased. However, no change in total κB and p65 expressions was observed. Phosphorylation of Drp1 was performed to observe it at the protein level. The phosphorylation of Drp1 by LPS reached a maximum at 4 hr. Interestingly, wild-type PDZ peptide significantly inhibited the expression of iNOS and the phosphorylation of iκB, p65, and Drp1, but not mutant PDZ peptide (Figure 6f), suggesting that NF-κB signaling and ROS production appear to be closely related during PDZ-restored mitochondria dynamics. In addition, we investigated whether wild-type PDZ peptides can alter the expression of specific marker proteins for M1 and M2 polarization. Wild-type PDZ peptide significantly decreased the expression of M1 marker protein (mIL-6, mIL-8, and mTNF-α) (Figure 2b). In addition, the expression of M2 marker protein (mIL-10 and mMRC-1) were increased at 1 hr after the treatment of LPS, but not mFizz-1 (Figure 6g). As opposed to M1 marker proteins, the expression of M2 marker proteins (mIL-10 and mMRC-1) was significantly increased in PDZ-treated cells compared to LPS only, but not mut PDZ peptide (Figure 6h). These results confirmed the observations of the flow cytometry assay performed above (Figure 4h and i). These results show that PDZ peptide dramatically regulates mitochondrial membrane integrity and mitochondrial dynamics via NF-κB signaling and ROS production.

**Figure 6.**
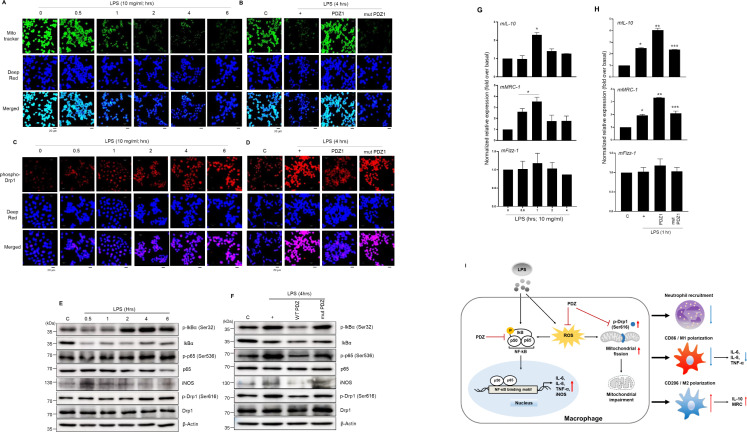
PDZ peptide dramatically increases M2 marker proteins to regulate M1/M2 polarization via NF-κB signaling and ROS production. (**a, c, e, g**) The cells were treated with lipopolysaccharide (LPS) in a time-dependent manner. After treatment with wild-type (WT) PDZ and mutant PDZ, the cells were treated with LPS for 4 hr (**b, d, f**) or 1 hr (**h**). The mitochondria morphology was stained using MitoTracker Green FM and visualized (**a, b**). The mitochondria fission was stained using phospho-Drp1 antibody and visualized (**c, d**).Indicated scale bars were 20 μm. The phospho-specific and total antibodies were assessed by Western blot analysis. β-actin was used as a loading control (**e, f**). The lysates were prepared for qPCR for the expression of M1 and M2 marker proteins (**g, h**). *p< 0.05 compared with control; **p< 0.05 compared with LPS treatment; ***p< 0.05 compared with WT PDZ-treated transfectants. All of the data shown are representative of three independent experiments. (**i**) A graphic abstract illustrating that the PDZ peptide of zonula occludens-1 (ZO-1) protein inhibits LPS-induced systemic inflammation by regulating the activation of NF-κB signaling pathways, ROS production, and M1/M2 polarization. Figure 6—source data 1.Uncropped and labelled gels for Figure 6E, F. Figure 6—source data 2.Raw unedited gels for Figure 6E, F.

## Discussion

Systemic inflammation can cause many clinical diseases with high mortality and sepsis-associated organ dysfunction (Dolin et al., 2019). In the present study, we hypothesized that a tight junction protein could affect systemic inflammatory response in LPS-administered mice. The main results are as follows: PDZ peptide administration into LPS-challenged mice significantly decreased pro-inflammatory cytokine production in plasma and BALF and diminished oxidative stress in the kidney; PDZ peptide downregulated immune cell population in spleen cells. Thus, the data indicate the PEGylated PDZ peptide as a therapeutic candidate for LPS-induced acute systemic inflammation.

The ZO-1 protein includes protein-protein interaction domains (three PDZ domains) and signaling domains (Hung and Sheng, 2002). In addition, the ZO-1 protein consists of SH3 and catalytically inactive GuK domains. In our previous studies (Lee et al., 2020; Kang et al., 2020), the PDZ peptide strongly inhibited LPS- or PM2.5-induced airway inflammation in the mice respiratory tract. The physiological functions identified were as follows: PDZ peptide strongly suppressed LPS- or PM2.5-induced F-actin polymerization to result in decreased airway inflammation. Also, expression of CXCR2 as the receptor for IL-8 secretion activated by LPS was significantly inhibited by PDZ, whereas RGS12 expression that has a GTPase-activating function increased after PDZ peptide treatment and downregulated CXCR2 receptor activation. However, these phenomena were confined to only the respiratory tract. We could not determine whether ZO-1 is involved in LPS-induced systemic inflammation or if the PDZ peptide could downregulate systemic inflammation. Therefore, we are currently investigating the physiological symptoms of systemic inflammation caused by LPS in *ZO-1* conditional knock-out mice.

In the present study, the PEGylated PDZ peptide was considered an innovative therapeutic candidate to decrease LPS-induced systemic inflammation in mice. However, although colistin has poor efficacy and renal toxicity, it is a powerful antibiotic used as a last resort to treat infections caused by multidrug-resistant Gram-negative bacteria (Sabnis et al., 2021). In addition, treatment failure occurs frequently, and the efficacy of colistin is very low (Paul et al., 2018; MacNair et al., 2018; Satlin et al., 2020). Furthermore, colistin has significant renal and neurological side effects that generate oxidative stress (Spapen et al., 2011). However, the PDZ peptide in the present study did not have any side-effects and decreased ROS generation in renal mitochondria (Figure 3). Nevertheless, the physiological mechanisms by which the PDZ peptide can control LPS-induced systemic inflammation in mice and the signal molecules involved, especially in the downstream signaling of G-protein, remain unclear. Hypothetically, because PDZ has a TAT sequence as a cell-penetrating peptide (CPP), the peptide easily enters the mitochondria to regulate ROS generation. The PDZ peptide inhibited iNOS and eNOS activities in human bronchial epithelial cells (BEAS-2B; data not shown), but the mut PDZ peptide did not. In our previous studies (Lee et al., 2020; Kang et al., 2020; Kim and Song, 2022), LPS secreted many cytokines and/or chemokines extracellularly to signaling pathways associated with inflammation to nearby cells, inducing severe cytokine storm in several organs. However, the PDZ peptide strongly inhibited these extracellular secretions at the cellular level. Because the PDZ domain can bind to many signaling-related proteins through PDZ-PDZ interactions (Lee and Zheng, 2010; Lee et al., 2006; Gisler et al., 2008), the signaling complex might regulate systemic inflammation. To investigate PDZ-binding partners in mammalian cells, the GST:PDZ complex was immunoprecipitated from BEAS-2B cells transfected with the construct. The binding proteins are currently being identified using tandem mass spectrometry analysis.

Neutrophils dominate the initial stage of inflammation by pathogen invasion, and macrophages are activated and differentiated by receiving signals from the microenvironment of damaged tissues, which are coordinated by the expression of numerous cytokines and receptors (Butterfield et al., 2006). Therefore, neutrophils and macrophages perform various roles, such as the defense of the body from pathogens, regulation of the inflammatory environment, tissue development, homeostasis, etc., and are therapeutic targets related to a wide range of inflammation. The spleen functions as a unique extramedullary reservoir for myeloid cells, including monocytes, macrophages, and neutrophils. Recently, Deniset et al. revealed the existence of two distinct neutrophil populations within the red pulp (RP) of the spleen: the mature Ly6G^high^ neutrophils, and the immature Ly6G^int^ neutrophils (Deniset et al., 2017). Therefore, in the present study, the relationship between PDZ peptide and two distinct neutrophil populations was investigated in the spleen. The percentage and number of total neutrophils dramatically increased by LPS treatment were significantly decreased by WT PDZ peptide, but mut PDZ peptide increased them compared to the WT PDZ peptide. These results, also, were the same in the analysis of immature and mature neutrophils. Interestingly, the proportion of immature neutrophils was much higher than that of mature neutrophils during LPS-induced systemic inflammation (Figure 4). These were similar to the results found by Deniset et al. That is, after infection with *Streptococcus pneumonia*, Ly6G^high^ mature neutrophils within the RP of the spleen were replenished by Ly6G^int^ immature neutrophils. This phenomenon was thought to be due to the local increase of Ly6G^int^ immature neutrophils as a consequence of an extramedullary hematopoiesis and their differentiation into Ly6G^high^ mature neutrophils (Deniset et al., 2017). Next, we investigated the changes in monocytes and macrophages by PDZ peptide during LPS-induced systemic inflammation. Although the WT PDZ peptide did not reduce the increased monocytes caused by LPS-induced inflammation, it dramatically decreased the percentage and number of macrophages (Figure 4). In particular, the WT PDZ peptide dramatically reduced the M1 macrophages increased by LPS and significantly decreased the M1/M2 ratio, thereby promoting the M2 polarization of macrophages (Figure 4). The results indicated that the proinflammatory microenvironment of the LPS challenge might increase M1 macrophage polarization by inflammatory cytokines and/or chemokines inhibiting M2 macrophage polarization. However, the WT PDZ peptide treatment significantly inhibited M1 polarization to activate M2 polarization. Therefore, the results of the present study demonstrate an innovative therapeutic candidate for an increased ratio of M2 macrophages in the immune cell population during LPS-induced systemic inflammation. In addition, the PDZ peptide can alter the immature/mature neutrophil ratio and population of immune cells. These results indicate that the PDZ peptide may up-regulate the production of anti-inflammatory cytokines and/or chemokines such as IL-4, TGF-β, IL-13, IL-10, and M-CSF to polarize M2 macrophages and the population of immune cells (Ahmed and Ismail, 2020; Kong et al., 2015). Furthermore, if the mechanism of M1/M2 polarization of macrophages and recovery of inflammatory tissue could be identified using PDZ peptide in vivo, it may apply to the study of various diseases caused by macrophages.

Recently, mitochondria have an important role in the control of inflammatory responses (Marchi et al., 2023). In addition, mitochondria have emerged as being necessary for both the establishment and maintenance of innate and adaptive immune cell responses (Sandhir et al., 2017; Weinberg et al., 2015). Thus, we focused on the key function of mitochondria in regulating the innate immune response and the mitochondrial dysfunction known to be promoted by inflammation, we investigated whether mitochondria that modulate inflammatory signaling are regulated by PDZ peptides. LPS-induced mitochondrial membrane integrity and fission are critical in the inflammatory response, and we showed that PDZ regulates LPS-induced systemic inflammation by modulating these phenomena. These results can be explained as follows: (1) PDZ peptide inhibited LPS-induced NF-κB signal pathway (Figure 6f). While it is already known that NF-κB signaling plays an important role in mitochondria dynamics (Laforge et al., 2016), this is the first study to show that inhibition of NF-kB signaling by PDZ affected the mitochondrial dynamics. (2) ROS production by iNOS also was suppressed by the PDZ peptide (Figure 6f). ROS induced by potassium deprivation increased the phosphorylation of Drp1 to mitochondrial fragmentation (Cid-Castro and Morán, 2021). Although more precise studies are needed, the inhibition of iNOS expression by PDZ peptide inhibited ROS formation (Figures 3e and 6f). (3) The phosphorylation of Drp1 has been known to be critical for mitochondria fission (Xie et al., 2020). The phosphorylation of Drp1 was significantly decreased by PDZ peptide in LPS-treated cells (Figure 6d and f). These results strongly suggest that the function of PDZ peptide can regulate the mitochondrial dynamics, and is a very important phenomenon that suppresses LPS-induced systemic inflammation through the mitochondria dynamics (Figure 6i).

In summary, two analyses of organ injury and spleen cells were used in the present study to understand the relationship between tissue injury and immune cells. We hypothesized that treatment with PDZ peptide at the early stage of LPS-induced infection would downregulate the inflammatory progress by activating homeostatic tight junction proteins and anti-inflammatory responses. Therefore, the PDZ peptide may be a therapeutic candidate for LPS-induced systemic inflammation including that of human pulmonary diseases.

## Materials and methods

### Peptide PEGylation

Both wild-type (WT) PDZ and mutant PDZ (mut PDZ) peptides were synthesized by Peptron (Daejeon, Korea). WT PDZ or mut PDZ in 1 mM of PBS at pH 7.4 was mixed with a fivefold molar excess of mPEG-NHS (MW 5000) at a concentration of 0.5–2.0 mg/mL and incubated at room temperature (RT) for 1 hr. Size exclusion chromatography was performed on the ÄKTA PRIME chromatographic system to isolate PEGylated WT PDZ or mut PDZ (PDZ-PEG or mut PDZ-PEG) using Superdex 200 increase 10/300 GL column. The reaction mixture was applied to the column pre-equilibrated with PBS and eluted at 0.02 CV/min with detection at 215 nm. Fractions were analyzed using SDS-PAGE in a tricine buffer system or appropriately concentrated or diluted for further evaluation.

### Mice and instillation

Ten-week-old male C57BL/6 mice were maintained in accordance with the guidelines and under the approval of the Animal Care Committee of Kosin University College of Medicine, Busan, Korea (KMAP-23–18). Mice were randomly divided into four groups (n=5/group) and challenged with WT PDZ or mut PDZ peptide (7.5 mg/kg, i.v.) prior to LPS injection (10 mg/kg, i.p.).

### Tissue collection and plasma biomarker biochemistry

Mice were anesthetized with both Alfaxan (80 mg/kg, i.p.) and Rompun (10 mg/kg, i.p.), and their blood and tissues (kidney, liver, and lung) were collected. Blood was obtained from the vena cava into heparin/EDTA-coated tubes and centrifuged at 4000×g for 30 min at RT. Plasma biochemistry analysis (ALT, AGT, creatinine, and BUN) was performed by GC Labs (Yong-in, Korea).

### Tissue preparation and histological examination

Tissues were fixed with 4% paraformaldehyde in phosphate buffer (100 mM, pH 7.4). Samples were embedded in paraffin wax, and 5 µm-thickness sections were prepared using a rotary microtome (Leica RM 2135, Leica, Nussloch, Germany). Paraffin sections were deparaffinized in xylene and dehydrated in serial ethanol solutions, followed by hematoxylin and eosin (H&E), Periodic acid Schiff (PAS) staining, and immunohistochemistry staining.

### Immunohistochemistry

Immunohistochemistry was performed using the Vectastain Elite ABC Kit (Vector Laboratories). Briefly, deparaffinized sections were treated with citrate buffer (10 mM, pH 6.0) in a microwave for 3 min, and then treated with 0.3% hydrogen peroxide in methyl alcohol for 20 min to block endogenous peroxidase activity. Subsequently, sections were incubated with the matching blocking serum (10% [v/v] goat serum in phosphate buffer saline (PBS); Vectastain Elite ABC Kit; Vector Laboratories). The samples were incubated with primary antibody, rabbit anti-ionized calcium binding adaptor molecule 1 (Iba1; 1:1000, 019–19749, LER0547, Wako) for 1 hr at room temperature. After three washes with PBS, sections were incubated with biotinylated rabbit IgG antibody and then with ABC peroxidase, according to the manufacturer’s instructions. The peroxidase reaction was developed using a 3–3′-diaminobenzidine substrate kit (Vector Laboratories), followed by counterstaining with hematoxylin before mounting.

### Renal mitochondria isolation, MTT assay, and ROS measurement

Isolation of kidney mitochondria was performed using a specific assay kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. The CellTiter 96 AQ_ueous_ One solution cell proliferation assay kit (Promega) was used for cell toxicity. Isolated mitochondria samples (200  mg) were homogenized in 2  mL of ice-cooled Tris-Cl buffer (40  mM, pH 7.4, 4 °C). Then, 100  μL of tissue homogenate was mixed with 1  mL of Tris-Cl buffer (40  mM, pH 7.4) and 10  μM of 2′,7′dichlorofluorescein diacetate. The mixture was incubated in the dark for 15  min at 37 °C. Finally, the fluorescence intensity of the samples was measured using a FLUOstar Omega (BMG Labtech, Offenburg, Germany) multifunctional microplate reader (λ excitation:  485  nm and λ emission:  525  nm). Fluorescence was measured at four-time points post-incubation (0, 30, 60, and 90 min) (Heidari et al., 2019).

### Tissue preparation and flow cytometry

Spleens were harvested and homogenized into single-cell suspensions using a biomasher tube (Kimble Chase) and 70 μm polypropylene nylon mesh. Collected cells were lysed in red blood cell lysis buffer (Gibco, Thermo Fisher Scientific) and washed twice with PBS at 1500×g for 5 min at 4 °C. Cell pellets were resuspended in FACS buffer containing 0.1% BSA and 1% FBS. Antibodies were purchased from BioLegend. For identification of mouse myeloid cells, cells were stained with fluorochrome-conjugated anti-mouse antibodies against CD45 (FITC, clone 30-F11), CD11b (PE, clone M1/70), F4/80 (APC/Cyanine7, clone BM8), Gr1 (APC, clone RB6-8C5), Ly6G (PerCP/Cyanine5.5, clone 1A8), CXCR2 (APC/Cyanine7, clone SA044G4), CD86 (PerCP/Cyanine5.5, clone GL-1), or CD206 (APC, clone C068C2). Appropriate isotype control antibodies were used when necessary. After staining, labeled cells were washed twice with FACS buffer at 1500×g for 5 min at 4 °C and analyzed using CytoFLEX (Beckman Coulter Diagnostics, La Brea, CA, USA).

### Library preparation and sequencing

Libraries were prepared from total RNA using the NEBNext Ultra II Directional RNA-Seq Kit (NEW ENGLAND BioLabs, Inc, UK). The isolation of mRNA was performed using the Poly(A) RNA Selection Kit (LEXOGEN, Inc, Austria). The isolated mRNAs were used for the cDNA synthesis and shearing, following the manufacture’s instructions. Indexing was performed using the Illumina indexes 1–12. The enrichment step was carried out using of PCR. Subsequently, libraries were checked using the TapeStation HS D1000 Screen Tape (Agilent Technologies, Amstelveen, Netherlands) to evaluate the mean fragment size. Quantification was performed using the library quantification kit using a StepOne Real-Time PCR System (Life Technologies, Inc, USA). High-throughput sequencing was performed as paired-end 100 sequencing using NovaSeq 6000 (Illumina, Inc, USA).

### Data analysis

A quality control of raw sequencing data was performed using FastQC. Adapter and low-quality reads (<Q20) were removed using FASTX_Trimmer and BBMap. Then the trimmed reads were mapped to the reference genome using TopHat. The RC (Read Count) data were processed based on the FPKM + Geometric normalization method using EdgeR within R (R Development Core Team, 2020). FPKM (Fragments Per kb per Million reads) values were estimated using Cufflinks. Data mining and graphic visualization were performed using ExDEGA (Ebiogen Inc, Korea). DEGs were mapped to the search tool for retrieval of interacting genes (STRING) to acquire protein-protein interaction networks (Cytoscape, http://cytoscape.org).

### Analyses and measurements of mitochondrial morphology

Raw 264.7 cells were cultured on a coverslip inside a culture dish filled with the media. When the cells reached the desired confluency, the media was removed and 500 nM of MitoTracker Green FM (Thermo Fisher Scientific) were added to visualize the mitochondrial network. The mixture was incubated for 15–45 min at 37 °C. After the staining was completed, the staining solution was replaced with fresh media, and the mitochondrial morphology was observed using fluorescence microscopy.

### Western blot

We purchased antibodies against phospho-IκBα (Ser32, # 2859), IκBα (#9242), phospho-NF-κB p65 (Ser536, #3033), NF-κB p65 (#8242), and β-actin (#8457) from Cell Signaling Technology; iNOS (ab79342) from Abcam; DRP1 (sc-271583) from Santa Cruz; Phospho-Drp1 (PA5-64821) form Thermo Fisher. Anti-mouse IgG HRP (#7076) and anti-rabbit IgG (#7074) HRP were purchased from Cell Signaling Technology as secondary antibodies. The cells were lysed with RIPA lysis buffer (50 mM Tris pH 7.4, 250 mM NaCl, 1% NP40, 0.05% SDS, 2 mM EDTA, 0.5% Deoxycholic acid, 10 mM β-glycerol phosphate, 5 mM NaF, 1 mM Na3VO4, protease inhibitor cocktail). Equal amounts of whole cell lysates were resolved by SDS-PAGE and transferred to the PVDF membrane. The membranes were blocked with 5% BSA for 1 hr at room temperature. Blots were then incubated overnight with specific antibodies in TTBS (0.5% Tween 20 in Tris-buffered saline), respectively. After rinsing with TTBS, the blots were further incubated for 45 min at room temperature with a secondary antibody in TTBS and visualized using the ECL system.Figure 6.

## Data Availability

Sequencing data have been deposited and publicly available in Gene Expression Omnibus (GEO) under accession number GSE275635. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE275635. All data generated or analysed during this study are included in the manuscript and supporting files; source data files have been provided for Figure 6. The following dataset was generated: SongKS 2024LPS-induced systemic inflammation is suppressed by the PDZ motif peptide of ZO-1 via regulation of macrophage M1/M2 polarizationNCBI Gene Expression OmnibusGSE27563510.7554/eLife.95285PMC1146097639377568

# Supplementary material for: LPS-induced systemic inflammation is suppressed by the PDZ motif peptide of ZO-1 via regulation of macrophage M1/M2 polarization
**Source:** eLife. 2024 Oct 8;13:RP95285. doi: 10.7554/eLife.95285
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Data availability statement of “Acknowledgement” section. |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | The Western blot of “Material and methods” section |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Datadryad |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | The Mice and instillation of “Material and methods” section |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not done. |  |
| Randomisation | Not done. |  |
| Blinding | Not done. |  |
| Inclusion/exclusion criteria | Not done. |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure legends |  |
| Define whether data describe technical or biological replicates. |  | N/A |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | The Mice and instillation of “Material and methods” section |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | mean, median, SD, SEM, confidence intervals |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data availability statement of “Acknowledgement” section. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data availability statement of “Acknowledgement” section. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

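BEAS-2B cells, an established line of human bronchial epithelial cells, were measured by RNA sequencing in 4 libraries: Control, LPS (2 hr), and WT PDZ or mut PDZ peptide for 24 hr followed by LPS for 2 hr. Each condition had 1 library, mapped from the sample labels and the legend of Figure 5. The authors removed adapters and low-quality reads, mapped the reads with TopHat and deposited raw read counts per gene symbol. The paper's text names FPKM and geometric normalization with EdgeR for the read counts, but the deposited values are whole numbers with a different total in each library, so the counts were used before any normalization. The genome build, the annotation, the counting tool and whether the counting used the strand are not named in the paper's text, so no coordinates are given.

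The depth was 24823347 counts in Control, 25155647 in LPS, 23446600 in WT PDZ+LPS and 19682929 in mut PDZ+LPS. With no replicates, no test across conditions was possible. Counting intervals are exact binomial (Clopper-Pearson) at 95% and compare 2 libraries, not conditions. They cover counting error only, since reads without molecular identifiers are not independent molecules. Against a library with 0 counts a fold is given as a lower bound that takes the 0 as 3 counts, and no fold is given where both libraries have 3 counts or fewer. The medians of the gene lists did not change when genes with 0 counts were set to that bound.

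Size factors came from the geometric median-of-ratios method (DESeq2 1.42.0 in R 4.3.3). A gene was called changed at a fold of at least 2 with at least 16 normalized counts (4 on the log2 scale) in at least one of the 2 libraries compared. List members and background genes had a mean of at least 16 normalized counts over the 4 libraries (13072 genes). The median of each list was placed among 10000 random lists of the same size drawn from 20 bins of mean expression, as a description of these libraries. The 13 lists were NF-kB signaling pathway, NF-kB target genes, inflammasomes, inflammatory response and autoimmunity, inflammatory cytokines and receptors, interferon-stimulated genes, immediate early genes, cell cycle genes, cholesterol synthesis genes, unfolded protein response genes, antioxidant (NRF2) genes, mitochondrial dynamics genes and ribosomal protein genes. They were written from general knowledge before the data were examined, because the paper's text does not give the members of its categories. Histone genes (73 symbols, 22 with a mean of at least 16 normalized counts) were added after the data were examined.

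The genes named were those the paper names for the RNA sequencing, other NF-kB subunits, inhibitors and targets, genes the paper names in its other experiments, and the 5 highest and 5 lowest log2 fold changes of LPS/Control, WT PDZ+LPS/LPS, mut PDZ+LPS/LPS and mut PDZ+LPS/WT PDZ+LPS. Correlations across genes were set beside simulated unchanged libraries (20 draws) that share a library in the same way but carry no transcript length trend. The number of changed genes was set beside 100 draws with counting error alone. Depth was tested by thinning every library to the smallest total (20 draws). Each gene the paper names for the RNA sequencing was also set against the 500 genes nearest to it in transcript length, after a correction for transcript length and GC content.

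The alternatives set before the data were examined were TMM (edgeR 4.0.16), total-count and upper-quartile scaling, a pseudocount of 5, no expression rule, a stricter rule of 6 on the log2 scale, and fold thresholds of 1.5 and 3. Added after the data were examined were a correction for transcript length and GC content, the removal of read-through symbols, and shares of lists under the expression rule without a fold threshold. The correction removed a lowess trend (span 0.3) over transcript length and then over GC content, and then both again. Length and GC content came from the longest protein-coding transcript in GENCODE 29, or the longest of any type where a symbol had none. Of the 13072 genes, 12371 had a value. A read-through symbol joins the symbols of 2 genes that are both in the table with a hyphen (122 symbols).

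The steps were tested on simulated data. With 200 genes changed 4-fold in LPS/Control, 99.5% were recovered in the right direction, and 43 of 13044 unchanged genes were called. A length trend simulated in mut PDZ+LPS/WT PDZ+LPS, with a rho of -0.857 over 12370 genes, was reduced to -0.0064. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.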

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

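The tests on the shared LPS library and on the cell cycle list were chosen only after the result was seen, and so were the correction for transcript length and GC content and the rule that the whole interval of a list median, not the median alone, had to lie outside the random lists.

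The NF-kB target genes went opposite ways against LPS in the libraries of the 2 peptides, -0.19 in WT PDZ+LPS/LPS and 0.16 in mut PDZ+LPS/LPS, and their median in mut PDZ+LPS/WT PDZ+LPS was 0.42. The interval of the median in mut PDZ+LPS/LPS, 0.045 to 0.25, reached into the middle 95% of random lists, which ended at 0.12. With 1 library per condition, this difference was not tested against replicates. Removing the trend over transcript length and GC content brought the median in mut PDZ+LPS/LPS to -0.0017, inside the middle 95% of random lists, so the trend may account for the rise with mut PDZ. The same correction left WT PDZ+LPS/LPS at -0.18, and thinning all libraries to the smallest total left -0.18. That comparison held little length trend to remove, with decile medians from -0.0033 to 0.027. The small trend itself, rather than the correction, argues against it as the whole cause of the lower values with WT PDZ. Thinning counts that are already scaled for depth could hardly move the median, so it does not test the depth. A weaker response to LPS of the whole WT PDZ+LPS library stays open. The 502 genes outside the inflammation lists that were higher in mut PDZ+LPS/Control had a median of -0.081 in WT PDZ+LPS/LPS, below all the random lists, while the 332 genes lower in mut PDZ+LPS/Control had 0.027, inside the middle 95%. An unusually strong response in the shared LPS library alone would put genes that were higher in WT PDZ+LPS/Control below 0 in mut PDZ+LPS/LPS. The 337 such genes outside the inflammation lists had a median of 0 (-0.039 to 0.089), inside the middle 95% of random lists, and 300 had 0.047 (0.0029 to 0.084) after the correction, where the range ended at 0.043. The corrected interval lies above 0, which counts against such a response for these genes, although the uncorrected one also holds values below 0, and one confined to the NF-kB target genes stays open. After the correction their median in mut PDZ+LPS/WT PDZ+LPS, which does not use that library, was 0.20, but its interval of 0.080 to 0.33 reached into the random lists' range, which ended at 0.082. An effect of the WT PDZ peptide is likewise open and untested, since the peptide and the library cannot be told apart with 1 library each.

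Ribosomal protein genes, which the paper does not discuss, had a median log2 fold change of 0.47 in mut PDZ+LPS/LPS, with 70 of 71 genes higher. The median was 0.48 with all libraries thinned to the smallest total and 0.47 under the scaling that gave the smallest value. The other scalings left the median of all genes there between -0.031 and 0.042. So small a shift could not remove a median of 0.47. Thinning counts that are already scaled for depth could hardly move it either, so neither the scaling nor the depth was tested. The correction for transcript length and GC content lowered it to 0.19, so much of the rise went with this trend. The corrected median was still above the middle 95% of random lists. Those lists were matched on expression and not on transcript length, so a remainder of the trend at the lengths of these genes stays open. Against Control, the corrected median in mut PDZ+LPS was 0.17, inside the random lists' range of 0.047 to 0.21. Against WT PDZ+LPS it was 0.15 (0.028 to 0.24), above a range that ended at 0.052, although its interval reached into it. The corrected medians were of like size, but whether they stood out from random lists depended on the library compared. The same genes had smaller medians of -0.070 in LPS/Control and 0.029 in WT PDZ+LPS/LPS, both outside the middle 95% of random lists. An effect of the mut PDZ peptide is open and untested.

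Histone genes, a set chosen after the data were examined, had a median of 1.16 in mut PDZ+LPS/LPS, with all 22 of the genes that had a mean of at least 16 normalized counts higher. Their medians were -0.43 in LPS/Control and 0.24 in WT PDZ+LPS/LPS, outside the middle 95% of random lists, but with intervals of -0.65 to 0.068 and 0.057 to 0.56 that reached into it. Summed over 73 symbols, they had 975 normalized counts in Control, 735 in LPS, 914 in WT PDZ+LPS and 1754 in mut PDZ+LPS. A larger share of cells in S phase would raise the cell cycle list as well. In mut PDZ+LPS/LPS this explanation stays open, since the list's median of -0.10 (-0.22 to -0.022) lay inside the middle 95% of random lists, -0.23 to 0.065. So did the median of -0.069 after the correction for transcript length and GC content, with a range of -0.11 to 0.074. In mut PDZ+LPS/Control the corrected cell cycle median was -0.23 (-0.34 to -0.11), below a range that began at -0.046. The histone median there was 0.94, or 0.39 after the correction. This argues against a larger share in S phase than in Control. The cell cycle list was also lower in LPS/Control, at -0.11 after the correction, so the comparison with LPS is not decided. The corrected histone median in mut PDZ+LPS/LPS was 0.77, with an interval of 0.24 to 1.18 that reaches into the random lists' range, which ended at 0.30, so the trend stays open. Judged by the medians alone, as first set out, the correction would have left the histone genes above that range, and the cell cycle list, which was not higher, would have counted against S phase. The direction of the histone genes in mut PDZ+LPS/LPS was the same under TMM, total-count and upper-quartile scaling. These scalings left the median of all genes there between -0.031 and 0.042. So small a shift could not reverse a median of 1.16, so they do not test the direction. Most histone transcripts lack a poly(A) tail, so a difference in poly(A) selection between libraries is another explanation that was not tested, as is an effect of the mut PDZ peptide.

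Other lists that the paper does not discuss also lay outside the middle 95% of random lists. In LPS/Control these were the immediate early genes at 1.07, the cell cycle genes at -0.12 and the cholesterol synthesis genes at -0.018. Between WT PDZ+LPS and LPS they were the interferon-stimulated genes at -0.055, the immediate early genes at -0.040, the unfolded protein response genes at 0.12 and the antioxidant genes at -0.043. After the correction for transcript length and GC content, the immediate early genes in WT PDZ+LPS/LPS, at -0.030, moved inside that range, while the unfolded protein response genes, at 0.13 (95% interval of the median across genes, 0.056 to 0.20), stayed outside it with their whole interval. The medians of the interferon-stimulated genes, -0.050 (-0.20 to -0.0082), and of the antioxidant genes, -0.044 (-0.084 to 0.0063), lay outside it, but their intervals reached into it. In LPS/Control the corrected medians of the immediate early genes, 1.11 (0.58 to 1.49), and of the cell cycle genes, -0.11 (-0.20 to -0.062), were outside with their whole intervals, and the interval of the cholesterol synthesis genes, at -0.014 (-0.12 to 0.095), reached into the range. For mut PDZ+LPS/LPS none of these lists lay outside before the correction. After it the immediate early genes, at 0.18 (-0.10 to 0.31), and the cholesterol synthesis genes, at -0.21 (-0.24 to -0.096), did by their medians, with intervals that reached into the range. Every library except Control received LPS. Against Control, the corrected medians of the immediate early genes were also 1.18 in WT PDZ+LPS and 1.24 in mut PDZ+LPS. Those of the cell cycle genes were -0.12 and -0.23. The whole intervals of these medians lay outside the range. The cholesterol synthesis medians, 0.0028 and -0.17, differed in sign. These comparisons share the 1 Control library, so an effect of LPS stays untested against replicates. An effect of either peptide on these lists stays open and untested, since each peptide had 1 library.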

How the results depend on the processing

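The length and GC correction, the removal of read-through symbols and the shares without a fold threshold were chosen only after the data were examined. No paired analysis was possible because each condition had 1 library and the values come from no test. For the same reason there was no replicate to leave out.

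The direction of the NF-kB target genes held under every alternative set before the data were examined in LPS/Control, where their median lay between 3.40 and 3.62, and in WT PDZ+LPS/LPS, where it lay between -0.20 and -0.15. Among the list medians that lay outside the middle 95% of random lists and the correlations, those whose sign changed were the median of the NF-kB target genes in mut PDZ+LPS/LPS and the small medians of the cholesterol synthesis and ribosomal protein genes in WT PDZ+LPS/Control and of the antioxidant genes in mut PDZ+LPS/WT PDZ+LPS under the length and GC correction, the median of the inflammasomes in LPS/Control under total-count scaling, and the correlation of WT PDZ+LPS/LPS with mut PDZ+LPS/LPS over list genes without the expression rule and with the length and GC correction. Medians inside that range also changed sign under some settings, such as that of the unfolded protein response genes in mut PDZ+LPS/WT PDZ+LPS, at -0.12 with the correction, and no direction is read from them. Removing the read-through symbols left every number of changed genes within 1.5 times. Total-count scaling moved the median of all genes to -0.13 in LPS/Control, -0.12 in WT PDZ+LPS/Control and -0.12 in mut PDZ+LPS/Control, so changes in list medians under it are to be read relative to those shifts. It lowered the share of higher among the changed genes from 71.1 to 58.6% in LPS/Control, from 69.8 to 57.0% in WT PDZ+LPS/Control and from 63.4 to 51.7% in mut PDZ+LPS/Control, and upper-quartile scaling raised it from 49.8 to 62.6% in mut PDZ+LPS/WT PDZ+LPS.

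With TMM size factors, list medians became 0.020 (ribosomal protein genes) in WT PDZ+LPS/LPS.

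With total-count scaling, list medians became -0.016 (inflammasomes), -0.17 (interferon-stimulated genes), -0.25 (cell cycle genes), -0.10 (unfolded protein response genes), -0.12 (antioxidant (NRF2) genes), -0.14 (mitochondrial dynamics genes) and -0.20 (ribosomal protein genes) in LPS/Control, 0.045 (inflammasomes), -0.26 (cell cycle genes), -0.14 (cholesterol synthesis genes), 0.066 (unfolded protein response genes), -0.14 (antioxidant (NRF2) genes), -0.12 (mitochondrial dynamics genes) and -0.18 (ribosomal protein genes) in WT PDZ+LPS/Control and 0.31 (ribosomal protein genes) in mut PDZ+LPS/Control.

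With upper-quartile scaling, list medians became -0.048 (antioxidant (NRF2) genes) and -0.13 (ribosomal protein genes) in LPS/Control, -0.19 (cell cycle genes), -0.075 (antioxidant (NRF2) genes) and -0.11 (ribosomal protein genes) in WT PDZ+LPS/Control, 0.54 (ribosomal protein genes) in mut PDZ+LPS/LPS and 0.49 (NF-kB target genes) and 0.53 (ribosomal protein genes) in mut PDZ+LPS/WT PDZ+LPS.

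With a pseudocount of 5, the number of changed genes was 123 lower in LPS/Control, 125 lower in WT PDZ+LPS/Control, 38 higher and 59 lower in WT PDZ+LPS/LPS and 174 higher in mut PDZ+LPS/LPS. The changed shares of the lists were 0% (autoimmunity) and 0% (cytokines and receptors) in WT PDZ+LPS/LPS.

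Without the expression rule, the number of changed genes was 1176 higher and 969 lower in LPS/Control, 1626 higher and 975 lower in WT PDZ+LPS/Control, 2010 higher and 1113 lower in mut PDZ+LPS/Control, 1322 higher and 784 lower in WT PDZ+LPS/LPS, 1580 higher and 855 lower in mut PDZ+LPS/LPS and 1648 higher and 1409 lower in mut PDZ+LPS/WT PDZ+LPS. The changed shares of the lists were 34.3% (cytokines and receptors) in WT PDZ+LPS/Control; 38.9% (autoimmunity) and 38.4% (cytokines and receptors) in mut PDZ+LPS/Control; 8.54% (inflammasomes) and 11.1% (cytokines and receptors) in WT PDZ+LPS/LPS; 7.78% (autoimmunity) in mut PDZ+LPS/LPS; 8.54% (inflammasomes), 13.3% (autoimmunity) and 12.1% (cytokines and receptors) in mut PDZ+LPS/WT PDZ+LPS. The correlations, as rho, became 0.622 over all genes for LPS/Control with WT PDZ+LPS/Control, 0.412 over all genes for WT PDZ+LPS/Control with mut PDZ+LPS/Control, 0.250 over all genes for WT PDZ+LPS/LPS with mut PDZ+LPS/LPS, 0.872 over list genes for LPS/Control with WT PDZ+LPS/Control and 0.157 over list genes for WT PDZ+LPS/LPS with mut PDZ+LPS/LPS.

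With the stricter expression rule, the number of changed genes was 50 lower in LPS/Control, 37 lower in WT PDZ+LPS/Control, 424 higher and 231 lower in mut PDZ+LPS/Control, 6 higher and 5 lower in WT PDZ+LPS/LPS, 58 higher and 159 lower in mut PDZ+LPS/LPS and 70 higher and 177 lower in mut PDZ+LPS/WT PDZ+LPS. The changed shares of the lists were 0% (autoimmunity) and 0% (cytokines and receptors) in WT PDZ+LPS/LPS; 0% (inflammasomes) and 0% (cytokines and receptors) in mut PDZ+LPS/LPS; 0% (cytokines and receptors) in mut PDZ+LPS/WT PDZ+LPS. The correlations, as rho, became 0.829 over all genes for LPS/Control with WT PDZ+LPS/Control, 0.410 over all genes for LPS/Control with mut PDZ+LPS/Control, 0.365 over all genes for WT PDZ+LPS/Control with mut PDZ+LPS/Control, 0.0554 over all genes for WT PDZ+LPS/LPS with mut PDZ+LPS/LPS and 0.975 over list genes for LPS/Control with WT PDZ+LPS/Control.

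At a threshold of 1.5-fold, the number of changed genes was 891 higher and 633 lower in LPS/Control, 875 higher and 612 lower in WT PDZ+LPS/Control, 1562 higher and 1613 lower in mut PDZ+LPS/Control, 284 higher and 286 lower in WT PDZ+LPS/LPS, 1056 higher and 1311 lower in mut PDZ+LPS/LPS and 1123 higher and 1433 lower in mut PDZ+LPS/WT PDZ+LPS. The changed shares of the lists were 34.1% (inflammasomes) in mut PDZ+LPS/Control; 12.5% (NF-kB signaling pathway), 9.76% (inflammasomes), 7.78% (autoimmunity) and 8.08% (cytokines and receptors) in mut PDZ+LPS/LPS; 13.6% (NF-kB signaling pathway), 15.9% (inflammasomes), 12.2% (autoimmunity) and 17.2% (cytokines and receptors) in mut PDZ+LPS/WT PDZ+LPS.

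At a threshold of 3-fold, the number of changed genes was 243 higher and 45 lower in LPS/Control, 227 higher and 51 lower in WT PDZ+LPS/Control, 322 higher and 77 lower in mut PDZ+LPS/Control, 24 higher and 26 lower in WT PDZ+LPS/LPS, 72 higher and 50 lower in mut PDZ+LPS/LPS and 84 higher and 55 lower in mut PDZ+LPS/WT PDZ+LPS. The changed shares of the lists were 0% (autoimmunity) and 0% (cytokines and receptors) in WT PDZ+LPS/LPS; 0% (NF-kB signaling pathway) and 0% (inflammasomes) in mut PDZ+LPS/LPS; 1.14% (NF-kB signaling pathway), 0% (inflammasomes) and 0% (cytokines and receptors) in mut PDZ+LPS/WT PDZ+LPS.

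With the correction for transcript length and GC content, the number of changed genes was 247 lower in mut PDZ+LPS/Control, 178 higher and 140 lower in mut PDZ+LPS/LPS and 188 higher and 132 lower in mut PDZ+LPS/WT PDZ+LPS. The changed shares of the lists were 1.14% (NF-kB signaling pathway) and 0% (inflammasomes) in mut PDZ+LPS/WT PDZ+LPS. List medians became -0.020 (ribosomal protein genes) in LPS/Control, 0.0028 (cholesterol synthesis genes) and 0.00020 (ribosomal protein genes) in WT PDZ+LPS/Control, 0.17 (ribosomal protein genes) and 0.39 (histone genes) in mut PDZ+LPS/Control, -0.0017 (NF-kB target genes), 0.19 (ribosomal protein genes) and 0.77 (histone genes) in mut PDZ+LPS/LPS and 0.20 (NF-kB target genes), -0.0072 (antioxidant (NRF2) genes), 0.15 (ribosomal protein genes) and 0.48 (histone genes) in mut PDZ+LPS/WT PDZ+LPS. The correlations, as rho, became 0.584 over all genes for LPS/Control with mut PDZ+LPS/Control, 0.562 over all genes for WT PDZ+LPS/Control with mut PDZ+LPS/Control, 0.195 over all genes for WT PDZ+LPS/LPS with mut PDZ+LPS/LPS, 0.902 over list genes for LPS/Control with mut PDZ+LPS/Control, 0.888 over list genes for WT PDZ+LPS/Control with mut PDZ+LPS/Control and 0.225 over list genes for WT PDZ+LPS/LPS with mut PDZ+LPS/LPS.

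Under the expression rule without a fold threshold, the shares of the lists that passed were 88.6% (NF-kB signaling pathway), 78.0% (inflammasomes), 47.8% (autoimmunity) and 43.4% (cytokines and receptors) in LPS/Control; 88.6% (NF-kB signaling pathway), 78.0% (inflammasomes), 50% (autoimmunity) and 44.4% (cytokines and receptors) in WT PDZ+LPS/Control; 88.6% (NF-kB signaling pathway), 78.0% (inflammasomes), 48.9% (autoimmunity) and 45.5% (cytokines and receptors) in mut PDZ+LPS/Control; 88.6% (NF-kB signaling pathway), 78.0% (inflammasomes), 50% (autoimmunity) and 44.4% (cytokines and receptors) in WT PDZ+LPS/LPS; 88.6% (NF-kB signaling pathway), 78.0% (inflammasomes), 48.9% (autoimmunity) and 45.5% (cytokines and receptors) in mut PDZ+LPS/LPS; 88.6% (NF-kB signaling pathway), 76.8% (inflammasomes), 50% (autoimmunity) and 45.5% (cytokines and receptors) in mut PDZ+LPS/WT PDZ+LPS.

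Changes in the number of genes with the expression rule and the fold threshold follow from their construction, as more or fewer genes can pass. For the other changes the cause was not tested. Of the log2 fold changes of single named genes, 0 of 164 moved beyond the counting interval with TMM size factors, 44 with total-count scaling, 33 with upper-quartile scaling, 31 with a pseudocount of 5 and 54 of 160 with the length and GC correction, and 0 of those at least 2-fold changed sign. Genes with few counts made up most of the changed genes in WT PDZ+LPS/LPS: under the stricter rule, 6 higher and 5 lower genes were left, in place of 84 and 97.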

Differences from the paper's values

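The paper's text does not say what its category percentages are a share of, nor which genes belong to each category, and it is not known whether they measure the same share as the values here, the share of a list of the same name changed at least 2-fold. For the NF-kB signaling pathway in WT PDZ+LPS/LPS the paper's value is 91.46%, against 0% here. For the inflammatory response and autoimmunity list in mut PDZ+LPS/LPS the paper's value is 47.75%, against 0%. For the inflammatory cytokines and receptors list in mut PDZ+LPS/LPS it is 33.33%, against 1.01%, and for the inflammasome list 61.42%, against 1.22%. None of the alternatives set before the data were examined closed any of these gaps. Counting every list gene that passed the expression rule, whatever its fold, which was chosen after seeing the values, gave 88.6%, 48.9%, 45.5% and 78.0% in the same order, each within 1.5 times of the paper's value. That share was nearly the same in every comparison, with 88.6% of the NF-kB signaling pathway list in all 6 of them, so it does not set the paper's comparisons apart from the others.

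The paper describes WT PDZ+LPS/LPS and mut PDZ+LPS/LPS as showing similar patterns, and its heat map covers inflammation-related genes. Across all genes rho between them was 0.109 here, or 0.195 after the correction for transcript length and GC content. Over the members of the 4 inflammation lists it was 0.225 after the correction. Simulated unchanged libraries gave 0.414 over all genes. They did not carry the transcript length trend of the mut PDZ+LPS library, so this value cannot decide whether the patterns are alike. The paper places the NF-kB category highest in WT PDZ+LPS/LPS and the other categories highest in mut PDZ+LPS/LPS. Here the shares changed at least 2-fold were higher in LPS/Control than in either of these comparisons for all 4 lists. The paper reports both increased and decreased genes of the cytokine and receptor category in LPS/Control, WT PDZ+LPS/LPS and mut PDZ+LPS/LPS. The list here had 23 higher and 0 lower genes in LPS/Control, 0 and 2 in WT PDZ+LPS/LPS, and 1 and 0 in mut PDZ+LPS/LPS.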

Other observations

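The tests on read-through symbols and on genes of like transcript length, and the correction for transcript length and GC content, were chosen only after the result was seen.

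Among the largest changes between the LPS-treated libraries were many symbols whose reads can be shared with other genes. Of the 20 genes at least 8-fold changed in mut PDZ+LPS/LPS, 13 (65%) were read-through symbols, which made up 0.486% of the genes passing the expression rule. For WT PDZ+LPS/LPS they were 5 of 12. This is consistent with an uneven split of reads between overlapping genes in the counting, so the genes below are uncertain, and a biological cause was not tested. COMMD3-BMI1 had 0 counts in Control, LPS and WT PDZ+LPS and 127 in mut PDZ+LPS, at least 52.9-fold higher in mut PDZ+LPS/LPS. EIF3C and its near-identical copy EIF3CL differed in which of them held the counts, with 21, 21, 0 and 1 counts of EIF3C and 0, 0, 22 and 7 of EIF3CL in Control, LPS, WT PDZ+LPS and mut PDZ+LPS.

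The other genes at the ends of the comparisons were as follows. In LPS/Control the highest after CCL20 were MMP3, PTX3, IL1B and IL1A, at 8.07, 7.53, 7.27 and 7.25 on the log2 scale. MMP3 had 1 count in Control, which gives an interval of 6.69 to 14.48. The lowest were ARMCX5-GPRASP2, NUDT4P1, RAD51L3-RFFL, ATP6V1G2-DDX39B and RNASEK-C17orf49, with 97, 158, 29, 25 and 22 counts in Control and 0 or 1 in LPS. The highest in WT PDZ+LPS/LPS were RAD51L3-RFFL, PHOSPHO2-KLHL23, ARMCX5-GPRASP2, EIF3CL and C1QTNF3-AMACR, each with 0 counts in LPS and between 21 and 56 in WT PDZ+LPS, and the lowest were TGFB2-OT1, CCDC180, CDRT4, TMX2-CTNND1 and EIF3C, each with 0 counts in WT PDZ+LPS and between 21 and 56 in LPS. The highest in mut PDZ+LPS/LPS besides COMMD3-BMI1 were FAM72D, PHOSPHO2-KLHL23, ATP6V1G2-DDX39B and BLOC1S5-TXNDC5, with 0 counts in LPS and 114, 88, 50 and 50 in mut PDZ+LPS. FAM72C, a near-identical copy of FAM72D that was singled out after its values were seen, had 144 counts in LPS and 23 in mut PDZ+LPS. The lowest were GCOM1, RPS10-NUDT3, TMX2-CTNND1, TMEM110-MUSTN1 and CDRT4, with 68, 48, 24, 21 and 25 counts in LPS and 0 or 1 in mut PDZ+LPS. In mut PDZ+LPS/WT PDZ+LPS, IPO11-LRRC70 was highest, with 0 counts in WT PDZ+LPS and 227 in mut PDZ+LPS, and ZFP91-CNTF lowest, with 75 and 0. The next highest there were TGFB2-OT1, COMMD3-BMI1, FAM72D and ATP6V1G2-DDX39B, each with 0 counts in WT PDZ+LPS, and the next lowest RAD51L3-RFFL, C1QTNF3-AMACR, GCOM1 and RPS10-NUDT3, each with 0 counts in mut PDZ+LPS.

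NFKB1, MTOR and REL were lower in mut PDZ+LPS than in LPS, with a median log2 fold change of -0.79 over the 3 genes, and -0.61 after the correction for transcript length and GC content. The test first set out asked whether the correction removed more than 50% of the change, which it did not. Grouping these 3 of the genes the paper names was done after their values were seen, so that median decides nothing. Each gene the paper names was therefore set against the 500 genes nearest to it in transcript length. The corrected log2 fold change of REL, -1.06 with a counting interval of -1.21 to -0.91, lay below the middle 95% of those genes, -0.79 to 0.89, which argues against the trend as its whole cause. For NFKB1, at -0.61, the interval of -0.65 to -0.57 reached into the range of -0.61 to 0.65. MTOR at -0.23, SAA1 at 0.25 and CXCL3 at 0.43 lay inside theirs. None of the corrected intervals included 0, but genes of like length spread this widely in the comparison, so for NFKB1, MTOR, SAA1 and CXCL3 the trend and an effect of the mut PDZ peptide cannot be told apart. For REL an effect of the mut PDZ peptide stays open and untested, with 1 library.

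Genes that the paper names for its other experiments had the following values in BEAS-2B cells. In the paper's peptide experiments, phosphorylated Drp1 and iNOS were measured as protein, and IL-10 and MRC-1 by qPCR. Those experiments used Raw264.7 cells and other times of LPS, so the RNA values here do not test them. TJP1, which encodes ZO-1, had a log2 fold change of 0.17 in LPS/Control, 0.015 in WT PDZ+LPS/LPS and -0.44 in mut PDZ+LPS/LPS, or 0.013 after the correction. DNM1L was at 0.13, 0.017 and -0.29, or -0.056 after the correction, and RGS12 at 0.21, 0.022 and -0.22, or -0.067 after the correction. CXCR2, NOS2, NOS3, IL10 and MRC1 had 3 counts or fewer in every library, so no fold is given. The mitochondrial dynamics list had a median of -0.0087 in LPS/Control, 0.0077 in WT PDZ+LPS/LPS and -0.068 in mut PDZ+LPS/LPS, all inside the middle 95% of random lists. The median in LPS/Control changed sign with the correction, to 0.011, and that in WT PDZ+LPS/LPS with TMM size factors, to -0.0012.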
